# Establishment of the neurogenic boundary of the mouse retina requires cooperation of SOX2 and WNT signaling

**DOI:** 10.1186/1749-8104-9-27

**Published:** 2014-12-09

**Authors:** Whitney E Heavner, Cynthia L Andoniadou, Larysa H Pevny

**Keywords:** β-Catenin, Canonical WNT signaling, Cell cycle, Eye development, Neural progenitor cells, Proliferation, Retina, SOX2

## Abstract

**Background:**

Eye development in vertebrates relies on the critical regulation of SOX2 expression. Humans with mutations in *SOX2* often suffer from eye defects including anophthalmia (no eye) and microphthalmia (small eye). In mice, deletion of *Sox2* in optic cup progenitor cells results in loss of neural competence and cell fate conversion of the neural retina to a non-neurogenic fate, specifically the acquisition of fate associated with progenitors of the ciliary epithelium. This fate is also promoted with constitutive expression of stabilized β-Catenin in the optic cup, where the WNT pathway is up-regulated. We addressed whether SOX2 co-ordinates the neurogenic boundary of the retina through modulating the WNT/β-Catenin pathway by using a genetic approach in the mouse.

**Results:**

Upon deletion of *Sox2* in the optic cup, response to WNT signaling was expanded, correlating with loss of neural competence, cell fate conversion of the neural retina to ciliary epithelium primordium and, in addition, increased cell cycle time of optic cup progenitors. Removal of *Ctnnb1* rescued the cell fate conversion; however, the loss of neural competence and the proliferation defect resulting from lack of SOX2 were not overcome. Lastly, central *Sox2*-deficient optic cup progenitor cells exhibited WNT-independent up-regulation of D-type Cyclins.

**Conclusion:**

We propose two distinct roles for SOX2 in the developing retina. Our findings suggest that SOX2 antagonizes the WNT pathway to maintain a neurogenic fate and, in contrast, regulates cycling of optic cup progenitors in a WNT-independent manner. Given that WNT signaling acting upstream of SOX2 has been implicated in the tumorigenicity of embryonic stem cell-derived retinal progenitor cells, our results distinguish the endogenous role of WNT signaling in early optic cup patterning and support a WNT-independent role for SOX2 in maintaining retinal progenitor cell proliferation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1749-8104-9-27) contains supplementary material, which is available to authorized users.

## Background

How neural progenitor cells maintain the ability to generate neurons over time is a major question in developmental neurobiology. The eyecup is an ideal tool to address this question, because it consists of neurogenic and non-neurogenic structures derived from a common progenitor pool originating in the eyefield of the medial anterior neural plate [1, 2]. The eyefield gives rise to the optic vesicle, which invaginates to form the optic cup (OC) around embryonic day (E) 10.0 of mouse development [3]. The OC is regionalized along the central-peripheral axis: the central OC consists of neurogenic retinal progenitor cells (RPCs) that give rise to the six neuronal and one glial cell type that make up the neural retina (NR). The peripheral OC rim, also known as the ciliary margin (CM), gives rise to the non-neurogenic epithelium of the iris and ciliary body (CB), herein referred to as ciliary epithelium (CE) (reviewed in [4]). Multipotent progenitor cells at the central boundary of the CM make a binary cell fate decision to become NR or CE [5].

Relatively little is known about the molecular mechanisms that specify neurogenic versus non-neurogenic fate in the OC. Canonical WNT signaling, which functions through its downstream transcriptional effector β-Catenin, has been identified as a major regulator of CE fate specification in many species [6–12]. In the chick eye, WNT/β-Catenin signaling was found to inhibit NR fate and promote CE fate [7]. In the mouse, a genetic reporter under the control of β-Catenin/TCF/LEF response elements showed WNT activity to be concentrated to the CM [6], and specific ablation of *Ctnnb1* in OC progenitor cells (OCPCs) reduced the size of the CE progenitor cell pool [8, 13]. Conversely, stabilized expression of *Ctnnb1* in mouse OCPCs induced ectopic expression of CE-specific genes [8]. However, these ectopic CE-like cells did not express *Pax6* or *Chx10*, two well-known transcriptional regulators of CE fate, suggesting that there was only a partial transformation of NR-to-CE upon activation of *Ctnnb1*.

Unsurprisingly, in light of the above, removing the inhibition of WNT signaling also induced CE fate; *Foxg1*-null embryos showed expanded WNT activity into the central OC and ectopic formation of CE positive for both *Pax6* and *Chx10*, suggesting that near physiological levels of β-Catenin may be required to generate all the hallmarks of CE [14]. Thus, precise regulation of the level of WNT activity is crucial for establishing the proper boundary between CE and NR, where factors mediating this function are not known.

SRY (sex determining region Y)-box (SOX) proteins are known regulators of WNT signaling in several developmental systems and disease states. SOX2, a member of the SOXB1 family of transcription factors, is a major regulator of neural competence in vertebrates [15–17]. Heterozygous mutations in human *SOX2* are associated with anophthalmia (absent eye) and account for 10 to 20% of cases of severe bilateral ocular malformation, including microphthalmia (small eye) [18–20] indicating a defect in OCPC proliferation or survival. In the mouse OC, SOX2 expression is restricted to the presumptive NR, and ablation of *Sox2* in OCPCs resulted in loss of neural competence and cell fate conversion of the NR to CE primordium, accompanied by an increase in WNT signaling [5]. The genetic relationship between SOX2 and WNT signaling in this context was not investigated.

In addition to eye defects, human patients with *SOX2* mutations often have pituitary abnormalities, and WNT signaling is known to be involved in hypothalamic and pituitary development. Human SOX2 protein can inhibit β-Catenin-driven reporter expression *in vitro*, but several SOX2 proteins with the identified human mutations cannot. Therefore, it has been suggested that an inability to repress WNT/β-Catenin signaling may contribute to the pathogenesis of *SOX2* loss-of-function (LOF) mutations in human patients [21, 22]. In support of this hypothesis, a SOX2 binding site was identified in the *Lef1* promoter and was found to function as a repressor of β-Catenin-dependent *Lef1* expression in primary airway epithelial cells [23]. Additionally, in osteoblasts, SOX2 was shown to physically associate with β-Catenin to down-regulate the expression of many WNT target genes, but the HMG domain was not required, suggesting that SOX2 may antagonize WNT signaling via β-Catenin sequestration [24].

The complementary eye phenotypes associated with *Sox2* and *Ctnnb1* LOF suggest antagonism between these two pathways in mammalian OC development. In lower vertebrates and in RPCs differentiated from induced pluripotent stem cells, these two pathways have been found to work somewhat synergistically to promote retinal neural progenitor proliferation [25, 26]. These findings may reflect species-specific differences in the role of WNT signaling in OC development. Alternatively, WNT signaling may play different roles over developmental time: constitutive activation of WNT signaling later in development, in a subset of committed neural precursors, may have different effects than that of widespread WNT activation at earlier time points, in uncommitted OCPCs. Given the evidence that SOX2 and WNT signaling play complex and crucial roles in the eye development of many species, we chose to dissect the relationship between these two factors using a genetic approach in the mouse.

In this study, we investigated the hypothesis that SOX2 antagonizes canonical WNT signaling to maintain neurogenic fate in the mouse OC. We present whole-genome expression arrays comparing wild-type and *Sox2*-mutant OCs demonstrating the deregulation of the WNT pathway and serving as a resource for identifying genes involved in CE fate and function, with direct relevance to understanding the pathogenesis of diseases associated with the anterior segment. We show that removal of *Ctnnb1* from the *Sox2*-mutant OC partially rescued the *Sox2*-mutant phenotype. Conversely, ectopic activation of the WNT pathway in *Sox2*-expressing cells resulted in acquisition of CE fate following loss of *Sox2* expression. Our data provide evidence that SOX2 antagonizes CE fate via modulation of WNT signaling and highlight a β-Catenin-independent role for SOX2 to promote proliferation and prevent aberrant expression of cell cycle regulators in OCPCs.

## Results

### Canonical WNT signaling is ectopically activated in *Sox2*-mutant optic cups

Ablation of *Sox2* in the mouse OC from E10.5 leads to eventual loss of NR fate and expansion of the non-neurogenic CE [5]. To determine the molecular mechanisms underlying this phenotype, we performed a whole genome expression screen of *Sox2*^*cond*/+^;*αP0*^*CREiresGFP*^ ('control') and *Sox2*^*cond*/*cond*^;*αP0*^*CREiresGFP*^ ('mutant') eyes at E16.5, when the loss of neural fate is taking place (Figure 1A). We ran one microarray for each of six pairs of eyes per genotype, for a total of twelve microarrays. 

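RNA from the 2 eyes of each embryo was pooled, so that the 12 arrays stand for 12 embryos at E16.5, 6 control and 6 mutant. The whole eye was taken, and the RNA holds lens, pigment epithelium, mesenchyme, surface ectoderm and vessels as well as the neural retina (NR) and the ciliary epithelium (CE). Each array, an Illumina BeadChip of 45281 probes, received 1.5 µg of labelled cRNA made from 500 ng of RNA. The sample labels call the control embryos wild type, and the paper uses that name for embryos heterozygous for the conditional Sox2 allele and positive for Cre. Between 19378 and 20536 probes (median 20089) were detected above the negative control beads on the control arrays, at a detection p under 0.05. The mutant arrays detected 19191 to 20208 (median 19825). The number of arrays limits the precision of each value.
The authors deposited bead intensities with the background already subtracted and a detection p for each probe, and a separate table of normalized log2 values. The intensities were corrected for background with limma (normexp, offset 16), quantile-normalized over the 12 arrays and put on the log2 scale. The 19434 probes detected on at least 6 of the 12 arrays were tested with limma, with Benjamini-Hochberg adjustment, and changes are given as mutant over control. Of these probes, 16656 carry 1 gene symbol in the annotation used here and 2770 are not named in it. The brightest tested probe stands for a gene, which leaves 10696 genes. Fixed gene lists were compared with all other genes by camera of limma at a preset correlation of 0.01 between genes. Of 35 lists tested, 17 were higher and 9 were lower in mutant eyes at an adjusted p under 0.05, but 4 of these calls held with an estimated correlation, those of cell adhesion, defense response, endothelium and macrophages. The first principal component held 38.6% of the variance and separated the 2 groups, with mutant embryo 3 farthest from the controls. Xist, the transcript of the inactive X chromosome, was brighter than the Y-linked Eif2s3y on 4 of 6 control arrays and on 1 of 6 mutant arrays, so the groups differed in the sex of the embryos.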

The complete results from this screen have been deposited in NCBI’s Gene Expression Omnibus [27] and can be accessed through the GEO series accession number GSE46796 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46796). We identified 880 significantly up-regulated genes and 951 significantly down-regulated genes in mutant OCs compared with controls (see Methods). 

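Crybb2 of the lens list and Ttr of the pigment epithelium list were among the genes highest in mutant eyes over controls. Others of the 12 highest, such as Wnk4, Crhbp and Slc13a4, stand in no marker list used here. Genes of differentiating neurons were among the lowest. Crybb2, a lens crystallin, was 5.05-fold higher in mutant eyes (log2 fold change 2.34, standard error 0.212, adjusted p = 2.67e-05 from limma). Ttr, the thyroid hormone carrier made by pigment epithelium, was 3.37-fold higher, and Folr1, a folate receptor, 2.45-fold higher. Gad2, an enzyme of GABA synthesis, fell most, by 2.17 on the log2 scale (standard error 0.138, adjusted p = 2.56e-06). Prdm13, which specifies amacrine cells, was 3.75-fold lower and Ina, a neurofilament gene, 3.16-fold lower. In each of these genes, all 6 mutant embryos lay on one side of all 6 controls.
Of the 19434 probes, 2229 were higher and 1998 lower at an adjusted p under 0.05. Adding the fold change of 1.6 from the methods left 288 probes higher at the study's thresholds and 592 probes lower at the study's thresholds, for 218 and 412 genes with a symbol. Of all 19434 probes, 2100 had the groups fully apart, which chance gives for 0.216% of probes. On the normalized values that the authors deposited, the same test and filter gave 717 probes higher and 949 lower. With normexp run without control probes, together with an offset of 50, the counts were 93 and 277, and with a permutation FDR modelled on the methods they were 85 and 356.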

To confirm the efficacy of this screen, we first verified that transcripts found to change by *in situ* hybridization (ISH) [5] behaved as expected by microarray (Figure 1C). As anticipated, in mutants compared with controls, *Sox2* was decreased over 4-fold, *Hes5*, an NR marker, which was found to be absent in *Sox2*-ablated cells, was decreased almost 5-fold, and *Chx10*, a definitive marker of OC progenitors at this stage, and which was shown to be maintained, was not significantly changed.

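Sox2 itself was 3.14-fold lower in mutant eyes, and the Notch effector Hes5 was 3.92-fold lower. The log2 intensity of Sox2 was 7.32 ± 0.478 (SD, n = 6 embryos) in controls and 5.67 ± 0.447 in mutants, a log2 fold change of -1.65 (standard error 0.228, adjusted p = 0.000231 from limma). Hes5 went from 9.22 ± 0.158 to 7.25 ± 0.532, a log2 fold change of -1.97 (standard error 0.196, adjusted p = 4.56e-05). Its other probe gave -1.99. For both genes every mutant embryo lay below every control. The brightest probe of Pax6, a progenitor gene, was detected on 1 control array and on no mutant array and was not tested.
Of 17 measured genes of the Notch pathway and proneural genes, 12 were lower, none was higher and 5 did not pass the test (13 lower and 1 higher when adjusted over the list alone). The list as a whole was lower (camera, adjusted p = 4.86e-08), with an adjusted p of 0.0548 with an estimated correlation. Notch1, the receptor, was 2.34-fold lower and Neurod4, a neurogenic factor, 2.99-fold lower. Of 8 measured transcription factors of OC progenitors, 4 were lower and none was higher (5 lower when adjusted over the list alone). Rax, an early eye field gene, was 1.53-fold lower and Nr2e1 was 2.07-fold lower, while the list had an adjusted p of 0.0021 (0.0905 with an estimated correlation). Whether the Sox2 probe lies in the deleted sequence is not given in the sources used here, and another Sox2 probe was detected on 3 of 12 arrays and was not tested.

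**Figure D1:**
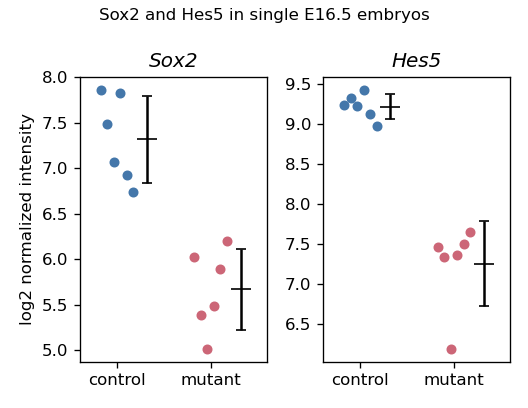
Log2 normalized intensity (vertical axis) of Sox2 and Hes5 in single control (blue) and mutant (red) embryos, 6 of each. Points are embryos, and the bar beside them is the mean with its SD. The mutant embryos lie between 5.02 and 6.20 for Sox2, below the lowest control at 6.74.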

**Figure 1:**
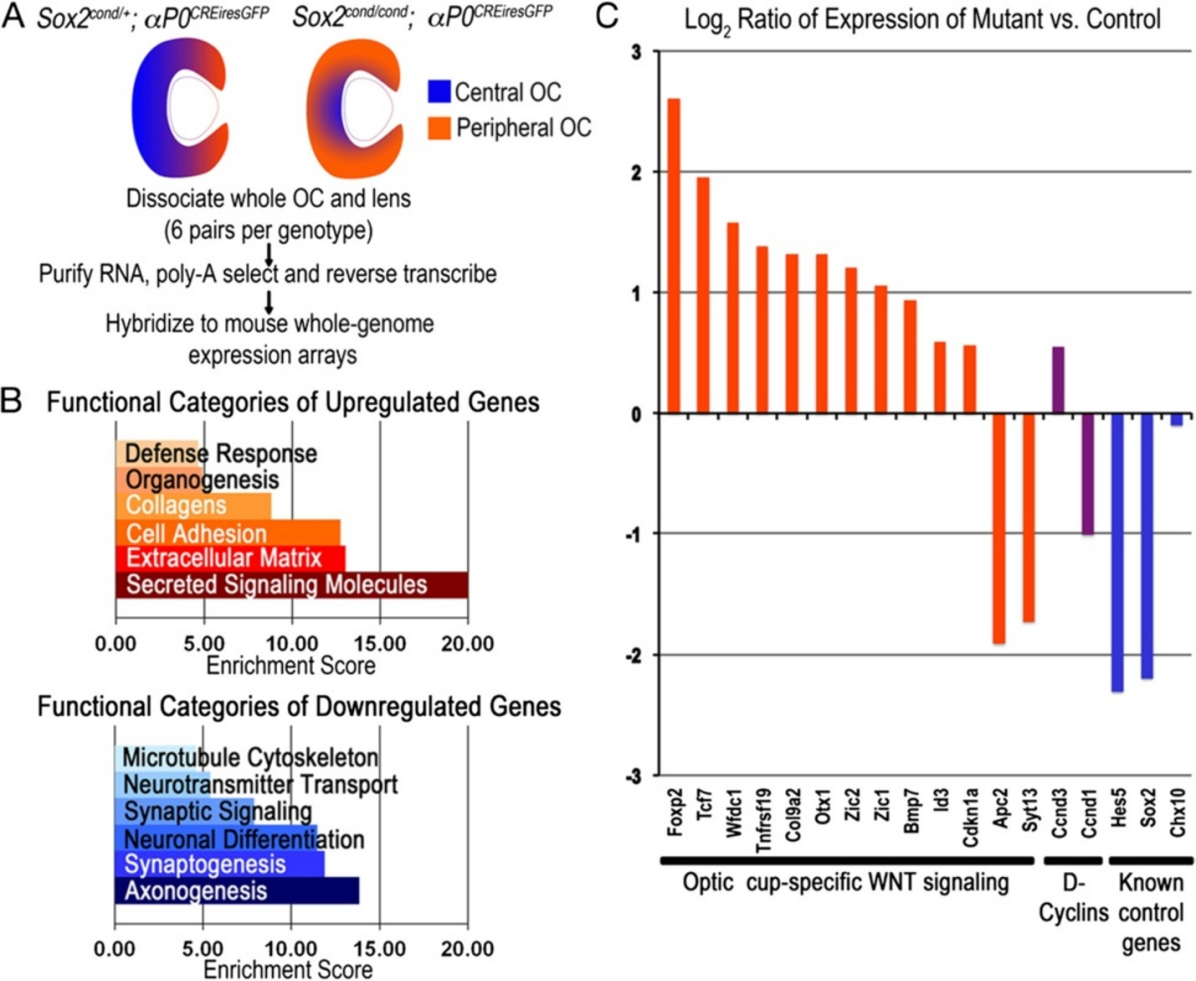
**Genome-** **wide expression analysis of E16.5** ***Sox2***-**mutant optic cups (OCs) confirms loss of neural retina (NR) fate,** **activation of ciliary epithelium (CE) primordium genes**, **and suggests activated WNT signaling.** Global changes in gene expression in *Sox2*-ablated OCs undergoing NR-to-CE primordium cell fate conversion were analyzed by microarray. **(A)** Diagram of expansion of the peripheral OC/prospective CE (orange) at the expense of the central OC/prospective NR (blue) in mutants compared with controls. **(B)** Ontologies of increased transcripts (orange) are consistent with CE function, while those of decreased transcripts (blue) are consistent with NR function. **(C)** Subsets of aberrantly expressed genes suggest activated WNT signaling and perturbed cell cycle. Decreased *Hes5* and *Sox2*, and unchanged *Chx10*, confirm the validity of the screen.

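Genes of the ciliary margin and CE rose together in mutant eyes. Of 15 measured genes of this list, 12 were higher, none was lower and 3 did not pass the test (13 higher when adjusted over the list alone). The mean log2 fold change of the list was 0.67 (camera, adjusted p = 1.15e-07), with an adjusted p of 0.0581 with an estimated correlation. All 6 mutant embryos lay above all 6 controls in the mean of the list. Of its 15 genes, 7 are also among the WNT targets that the study picked on these samples, so their direction is not independent evidence. The other 8 genes were higher by 0.44 ± 0.0903 (standard error) on the log2 scale. Col9a1, a collagen of the vitreous, was 1.69-fold higher. Msx1, a BMP target at the ciliary margin, had a log2 fold change of -0.22 (standard error 0.102, adjusted p = 0.141). In the same eyes, the mean of 5 marker lists for lens, pigment epithelium, mesenchyme, surface ectoderm and endothelium was higher by 0.39 ± 0.0389.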

We then used DAVID analysis software [28, 29] to search for enriched functional terms in each group of genes and determine if they were consistent with a change in cell fate. The full list of genes for each enriched functional term for each group is provided in Additional file 1. 

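Genes of the extracellular matrix, of adhesion, of secreted factors and of the defense response were higher in mutant eyes, and so were markers of other tissues of the eye. Of 27 measured genes of matrix glycoproteins and proteoglycans, 22 were higher and none was lower (23 when adjusted over the list alone). Hspg2, the basement membrane proteoglycan perlecan, was 1.76-fold higher, Emilin1, an elastic fibre protein, 1.59-fold and Mgp, an inhibitor of calcification, 1.57-fold. Of 27 collagen genes, 15 were higher, none was lower and 12 did not pass the test (17 higher when adjusted over the list alone). Col6a2, a microfibril collagen, was 1.58-fold higher. The matrix list had an adjusted p of 4.93e-09 and the collagens 1.15e-07 from camera, and 0.0581 and 0.0698 with an estimated correlation.
Of 28 secreted growth factors and binding proteins, 13 were higher and 1 was lower (16 and 1 when adjusted over the list alone). Cxcl12, a chemokine, was 1.74-fold higher and Igfbp3, which binds insulin-like growth factors, 1.65-fold. Camera gave an adjusted p of 4.68e-06 for the list, with an adjusted p of 0.0666 with an estimated correlation. Of 29 adhesion receptors and cadherins, 14 were higher and 2 lower (16 and 2 when adjusted over the list alone; adjusted p = 1.38e-05, or 0.0364 with an estimated correlation). Itga11, a collagen-binding integrin, was 1.62-fold higher and Cd44, a hyaluronan receptor, 1.55-fold. Of 15 genes of the defense response, 11 were higher and none was lower over all probes and over the list alone (adjusted p = 6.96e-07, or 0.0374 with an estimated correlation). They include C1qb and C1qc, complement genes made by macrophages, at 1.97-fold and 1.81-fold.
Among marker lists of tissues that the whole eye holds, 11 of 22 lens genes, 10 of 12 pigment epithelium genes, 11 of 16 endothelial genes and 9 of 14 macrophage genes were higher, and none was lower (11, 11, 14 and 9 higher when adjusted over each list alone). Of the mesenchymal markers, 4 of 16 were higher and 12 did not pass the test (6 higher when adjusted over the list alone). Of the surface ectoderm markers, 5 of 16 were higher and 1 was lower (8 and 1 when adjusted over the list alone). Camera called each of these 6 lists, with adjusted p from 1.15e-07 for endothelium to 0.0104 for surface ectoderm. With an estimated correlation, endothelium (adjusted p = 0.0364) and macrophages (0.0381) kept their call, and lens (0.0905), pigment epithelium (0.0829), mesenchyme (0.237) and surface ectoderm (0.0905) did not.

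**Figure D2:**
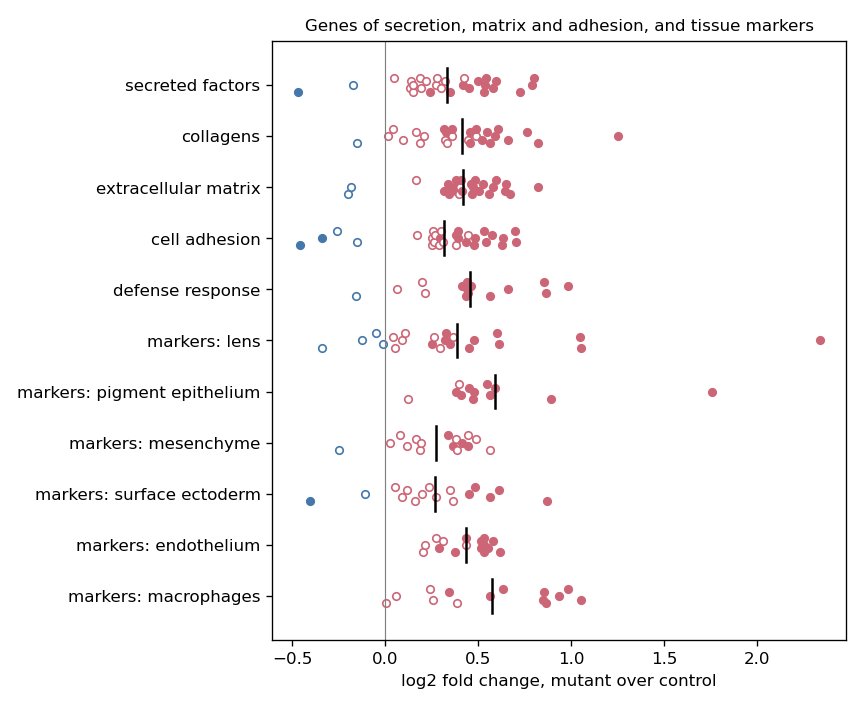
Log2 fold change, mutant over control (horizontal axis), of each measured gene in 11 lists. Filled points passed an adjusted p under 0.05 and open points did not, red is higher and blue lower in mutants, and the black bar is the mean of the list. The means range from 0.27 for surface ectoderm to 0.59 for pigment epithelium.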

Up-regulated genes were enriched for terms associated with secreted signaling, extracellular matrix, cell adhesion, organogenesis and the defense response, all of which are consistent with the function of the CE to maintain the intraocular pressure through secretion [30, 31] and to produce proteins of the inner limiting membrane and the vitreous body [32, 33] (Figure 1B). By contrast, down-regulated genes were enriched for terms associated with axonogenesis, synaptic development, neuronal differentiation and microtubule cytoskeleton, consistent with the loss of neurogenic fate observed in mutants. Collectively, these data confirm that our screen provides a reliable indication of functional pathways disrupted by *Sox2* ablation.

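Most of the measured genes in the lists fixed for neurons were lower in mutant eyes. Of 23 measured genes of axonogenesis, 17 were lower, 1 was higher and 5 did not pass the test, with the same counts when adjusted over the list alone. Mapt, the microtubule-binding protein tau, was 4.07-fold lower and Crmp1, a mediator of semaphorin signaling, 3.06-fold lower. Of 20 genes of the synapse, 16 were lower and none was higher (17 lower when adjusted over the list alone). Slc17a6, the vesicular glutamate transporter, was 3.09-fold lower and Slc32a1, the vesicular GABA transporter, 2.78-fold lower. Of 19 genes of the microtubule cytoskeleton, 18 were lower and none was higher (18 and 1 when adjusted over the list alone), among them Kif5a, an axonal motor, at 2.95-fold and Stmn2, a neuronal tubulin-binding protein, at 2.94-fold. Camera of limma gave adjusted p of 1.06e-09, 5.04e-10 and 4.22e-12 for these 3 lists. With an estimated correlation their adjusted p were 0.0666, 0.0698 and 0.0666.
Genes fixed for classes of retinal neurons were lower as well. The RGC and amacrine lists share genes with the lists above, among them Stmn2, Slc17a6 and Slc32a1, so they are not separate evidence. Of 19 retinal ganglion cell (RGC) genes, 18 were lower and none was higher over all probes and over the list alone, with Sncg 3.31-fold and Nrn1 3.05-fold lower. Of 11 amacrine and horizontal cell genes, 8 were lower and 1 was higher (9 and 1 when adjusted over the list alone). Ptf1a, which specifies both cell types, was 3.17-fold lower, and the gene that rose was Slc6a9, a glycine transporter, at 2.51-fold. Of 9 genes of photoreceptor and bipolar precursors, 8 were lower and none was higher over all probes and over the list alone. Otx2 was 2.07-fold lower and Crx, a photoreceptor transcription factor, 2.42-fold lower. The adjusted p from camera were 2.00e-13, 0.000243 and 3.39e-06, and 0.0829, 0.0905 and 0.0829 with an estimated correlation. The mean of each of the 6 lists was lower in all 6 mutant embryos than in any control. The brightest probe of Tubb3 was detected on 4 control arrays and on no mutant array and was not tested.

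**Figure D3:**
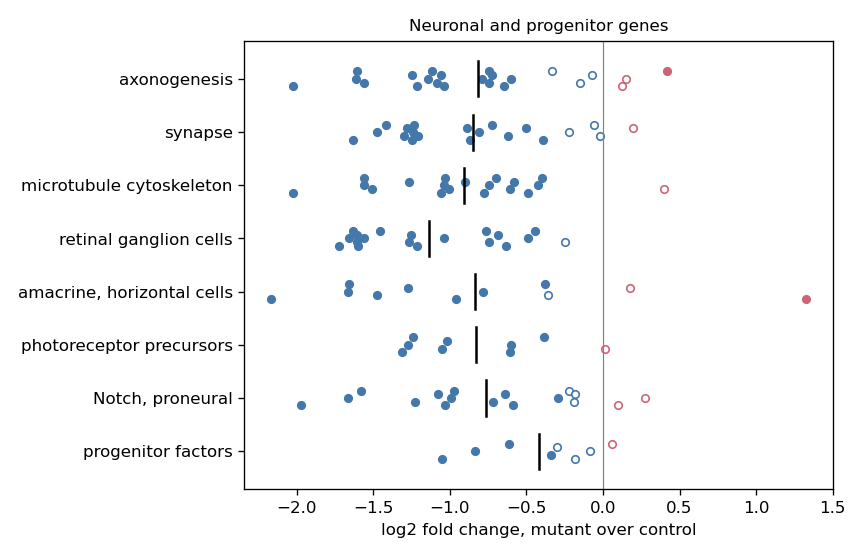
Log2 fold change, mutant over control (horizontal axis), of each measured gene in 8 lists of neuronal and progenitor genes. Filled points passed an adjusted p under 0.05 and open points did not, blue is lower and red higher in mutants, and the black bar is the mean of the list. The mean is -1.14 for RGC genes and -0.42 for progenitor transcription factors.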

We next queried which signaling pathways were disrupted in *Sox2*-mutant eyes. 

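Genes of TGFβ and BMP signaling changed more often in mutant eyes than general WNT pathway genes did, a difference that was not itself tested. Of 35 measured genes of TGFβ and BMP signaling, 16 were higher, 4 were lower and 15 did not pass the test (18 and 4 when adjusted over the list alone). Bmp7 was 1.72-fold higher (log2 fold change 0.79, standard error 0.0916, adjusted p = 9.11e-05 from limma), and Bmp4 was 1.27-fold higher (adjusted p = 0.0196). Against the list, Id4, an inhibitor of differentiation induced by BMP, was 2.16-fold lower and Skil, a repressor of TGFβ signaling, 1.60-fold lower. Camera gave the list an adjusted p of 0.00285 (0.0905 with an estimated correlation), which rose to 0.0578 without the genes that stand in another list. Marker lists of other tissues of the eye were higher in the same embryos, by 0.43 on the log2 scale for endothelium.
Of 26 measured WNT ligands, receptors and secreted modulators, 5 were higher, 3 were lower and 18 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.330). Wnt7b was 1.47-fold higher and Wnt7a 1.79-fold lower. Fzd5, a receptor of the NR, was 1.90-fold lower, though its other probe did not pass the test (log2 fold change -0.30, adjusted p = 0.0936). Of 14 feedback and readout genes of canonical WNT signaling, 2 were higher, 1 was lower and 11 did not pass the test (5 and 2 when adjusted over the list alone; camera, adjusted p = 0.464). Nkd2, an inhibitor induced by the pathway, was 1.82-fold higher. Ctnnb1 had a log2 fold change of -0.01 (standard error 0.0861, adjusted p = 0.924) and Sfrp2 of 0.13 (standard error 0.184, adjusted p = 0.681). The brightest probe of Lef1 was detected on 1 control and 1 mutant array and was not tested.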

Two of the most significantly affected pathways were canonical WNT signaling and transforming growth factor beta (TGFβ) signaling, both known for their involvement in CE fate specification [7, 8, 34, 35]. We focused further on WNT signaling, given that SOX2 was shown to antagonize the pathway in the *Xenopus* OC [25], and we have observed ectopic expression of WNT pathway genes, including *Lef1*, *Sfrp2* and *Axin2*, in the *Sox2*-mutant OC at E14.5 [5]. 

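Most of the WNT target genes that the study picks from this screen were higher in mutant eyes. Of the 14 genes named in its Figure 1C and its table of WNT targets, 13 were measured here, of which 8 were higher, 2 were lower and 3 did not pass the test (9 and 2 when adjusted over the list alone). The study chose the list on these samples, so neither count is independent evidence of its direction. Wfdc1, a secreted protease inhibitor of the ciliary margin, was 2.77-fold higher (log2 fold change 1.47, standard error 0.199, adjusted p = 0.000202 from limma). Otx1, a transcription factor of the peripheral OC, was 2.45-fold higher and Col9a2, a collagen of the vitreous, 2.38-fold. Zic1, a zinc finger factor, was 1.99-fold higher. Id3 and Sgk1 both had a log2 fold change of 0.54. Lower were Apc2, a regulator of β-Catenin, by 1.89-fold, and Syt13, a synaptotagmin, by 1.54-fold. Over the alternatives their log2 fold changes ran from -1.91 to -0.46 and from -1.73 to -0.28, lowest on the authors' normalized values. The genes that did not pass the test were Cdkn1a (log2 fold change 0.44, adjusted p = 0.0841, but 0.56 and 0.0194 without control embryo 1), Zic2 (0.14, adjusted p = 0.587) and Tnfrsf19 (0.09, adjusted p = 0.673). Cdkn1a was called as higher in 6 of 27 alternatives, among them a block for the replicate number and 1 for the prefix of the embryo code. Also counted is the methods' t-test, whose p is not adjusted, here and on the authors' normalized values. No probe is named Tcf7 in the annotation used here.
Camera gave the list an adjusted p of 0.000243, and 0.0562 with an estimated correlation. Foxp2 was 1.74-fold higher (log2 fold change 0.80, adjusted p = 0.00039), and it was detected in 4 of 6 controls. Of its other tested probes, 1 passed the test (higher, adjusted p = 0.00165, detected in only 2 of 6 controls) and 1 did not (0.17, adjusted p = 0.431).

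**Figure D4:**
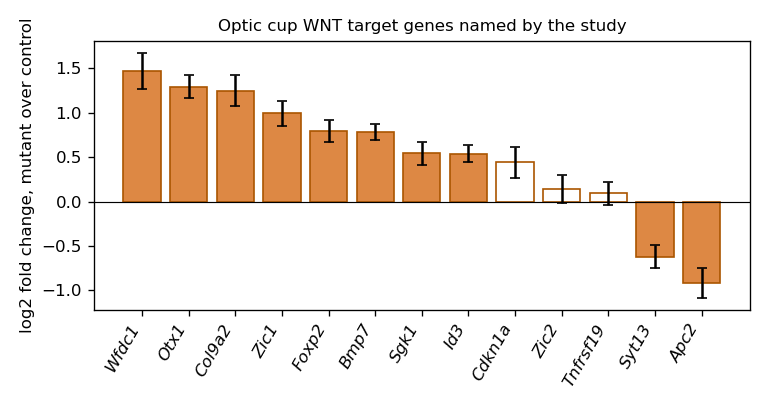
Log2 fold change, mutant over control (vertical axis), of the 13 measured WNT target genes that the study names, with bars for the standard error (6 control and 6 mutant embryos). Filled bars passed an adjusted p under 0.05 and open bars did not. The values run from 1.47 for Wfdc1 to -0.92 for Apc2.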

We scanned our set of significantly changed transcripts for known OC-specific WNT target genes and identified 13 for which expression was changed at least 1.47-fold (Figure 1C, orange bars; Additional file 2) [9, 11, 12, 36, 37]. 

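Axin2, a feedback inhibitor and direct target of canonical WNT signaling, was 1.26-fold higher in mutant eyes. Its log2 intensity was 7.61 ± 0.138 (SD, n = 6 embryos) in controls and 7.94 ± 0.244 in mutants, a log2 fold change of 0.33 (standard error 0.112, adjusted p = 0.0478 from limma). The groups overlapped. The adjusted p lay just under 0.05 and rose above it in 9 of the 12 fits that left out 1 embryo, and it was 0.0650 on the authors' normalized values. The Axin2 log2 fold change was 0.24 without mutant embryo 3 (adjusted p = 0.0843). Over the alternatives that adjust p, it ran from 0.0298 to 0.0996.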

We also confirmed that *Axin2*, a well-characterized read-out of WNT signaling, was increased (1.29-fold, *P* = 0.0155). Collectively, these data suggest that response to the WNT pathway was activated upon *Sox2* ablation. 

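The WNT targets that the study picks were higher by 0.52 ± 0.0534 (standard error) on the log2 scale, with all 6 mutant embryos above all 6 controls, but the study chose them on these arrays because they changed. The call of this list was lost with an estimated correlation (adjusted p = 0.0562). Beside them, 2 lists not chosen on these arrays are given without a test of the contrast. The canonical feedback and readout genes differed by 0.10 ± 0.0500, and 2 of 6 mutant embryos lay above all controls. The ligands, receptors and modulators differed by 0.07 ± 0.0404, and 3 of 6 mutant embryos lay above all controls. From the changed OC targets and the rise of Axin2, the paper proposes that the response to the WNT pathway was activated upon Sox2 ablation. The paper names WNT and TGFβ signaling among the most affected pathways. It turns to WNT signaling because earlier work had SOX2 antagonize it in the Xenopus OC. The other reason it gives is that WNT pathway genes had been seen ectopically in mutant OCs at E14.5.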

We thus hypothesized that SOX2 normally antagonizes canonical WNT signaling to maintain neurogenic fate in the mouse OC.

### Genetic removal of *Ctnnb1*does not rescue the neurogenesis defect of *Sox2*-mutant retinas

If increased WNT signaling causes loss of neural competence upon ablation of *Sox2*, then reduction of WNT activity should rescue neurogenesis in *Sox2*-mutant eyes. SOX2 protein has been shown to interact directly with β-Catenin/*Ctnnb1*, the main transcriptional mediator of canonical WNT signaling, to inhibit the activation of target genes in many biological systems [24, 38–40]. So to address this hypothesis, we performed epistasis analysis using conditional alleles of both *Sox2* and *Ctnnb1* an OC-specific Cre. *Ctnnb1*^*lox*(*ex2*–*6*)/+^ mice, in which exons 2 to 6 of the *Ctnnb1* locus are flanked by *loxP* sites [41], were crossed with transgenic mice carrying *Chx10*^*CreGFP*^, a BAC transgene expressing Cre recombinase in OCPCs as early as E10.5 [42]. For this experiment, we chose to use *Chx10*^*CreGFP*^ in place of *αP0*^*CreiresGFP*^ in order to avoid differential regulation of the αP0Cre transgene in the absence of SOX2 and β-Catenin, as previously observed [5, 8]. Distinctions between our uses of *αP0*^*CreiresGFP*^ and *Chx10*^*CreGFP*^ are summarized in Table 1.

**Table 1:** **Distinctions between the two optic cup (OC)**-**specific Cre lines used in this study**

CRE line	Onset	Expression pattern	Applications in this study
*αP0* ^*CREiresGFP*^	E10.5	Prospective CE and NR (Peripheral^HI^ - Central^LO^)	Whole genome expression screen; Proliferation analysis
*Chx10* ^*CRE*-*GFP*^	E10.5	Prospective CE and NR (Mosaic)	Genetic epistasis (Cre expression is not affected by SOX2 or β-Catenin)

*Abbreviations*: *CE* ciliary epithelium, *NE* neural retina.

*Ctnnb1*^*lox*(*ex2*–*6*)/+^;*Chx10*^*CreGFP*^ mice were crossed with *Sox2*^*cond*/+^ mice to produce *Sox2*/*Ctnnb1* double-mutant OCPCs. We compared the eyes of *Sox2* single-mutants (*Sox2*^*cond*/*cond*^;*Chx10*^*CreGFP*^) and *Ctnnb1* single-mutants (*Ctnnb1*^*lox*(*ex2*–*6*)/*lox*(*ex2*–*6*)^;*Chx10*^*CreGFP*^) with *Sox2*/*Ctnnb1* double-mutants (*Sox2*^*cond*/*cond*^;*Ctnnb1*^*lox*(*ex2*–*6*)/*lox*(*ex2*–*6*)^;*Chx10*^*CreGFP*^) and stage-matched controls (*Sox2*^*cond*/+^;*Ctnnb1*^*lox*(*ex2*–*6*)/+^;*Chx10*^*CreGFP*^).

We first verified that *Sox2* and *Ctnnb1* were efficiently ablated with *Chx10*^*CreGFP*^ and that co-ablation did not increase cell death (Additional file 3). In double-mutant OCs, SOX2 and β-Catenin proteins were absent from GFP-positive cells, demonstrating that *Chx10*^*CreGFP*^ was able to recombine all floxed alleles in the same nuclei (Additional file 3D, E versus A, B). Moreover, deletion of both genes did not increase cell death as assayed by activated-Caspase 3 staining (Additional file 3C, F).

To test the hypothesis that removal of *Ctnnb1* from *Sox2*-mutant cells would rescue the loss of neural competence, we examined expression of prospective NR markers in single-mutant and double-mutant OCs at E13.5 (Figure 2; Table 2). We first examined expression of β-Tubulin III, a neuronal marker, to determine whether neurogenesis was restored in double- mutant OCs. β-Tubulin III was expressed in the central OC of controls, marking retinal ganglion cells (RGCs), but was broadly lost in *Sox2* single-mutants and in *Sox2*/*Ctnnb1* double-mutants (Figure 2B and E versus H and K). RGCs express Sonic Hedgehog (*Shh*), so to confirm the observed loss of neurogenesis, we examined *Shh* expression in control and mutant eyes. Like β-Tubulin III, *Shh* was expressed in the RGC layer of controls (Figure 2C, F, area between closed arrowheads), but expression was essentially lost in *Sox2* single-mutant and double-mutant eyes (Figure 2I, L, closed arrowhead indicating residual *Shh* in a double-mutant eye correlating with residual β-Tubulin III expression). *Shh* expression in the presumptive eyelids remained unchanged in all genotypes, confirming the efficacy of the staining (Figure 2C, F, I, L, white arrowheads).

**Figure 2:**
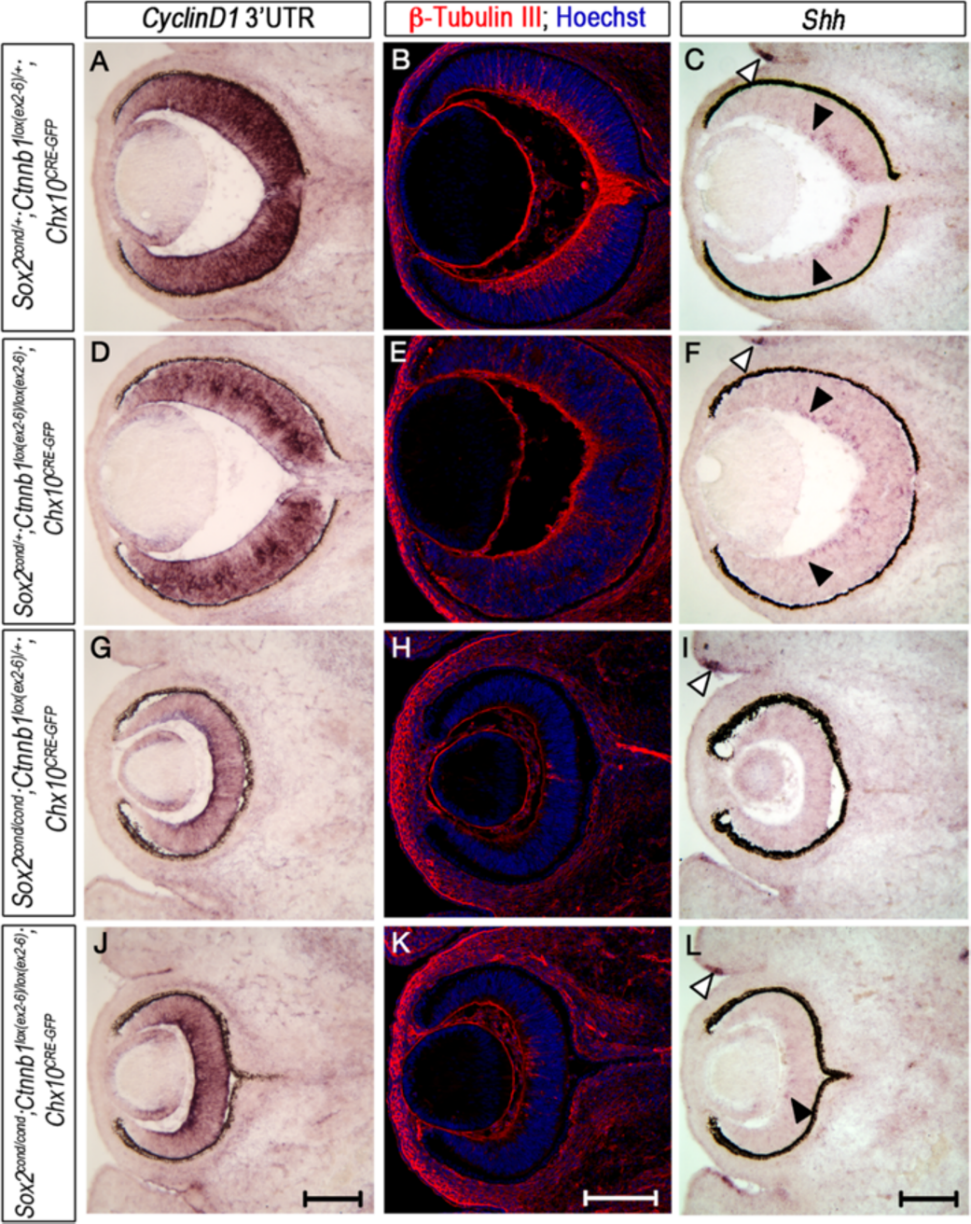
**Deletion of** ***Ctnnb1*** **does not restore neurogenesis to** ***Sox2-*** **mutant cells.** Transverse sections of E13.5 control and mutant eyes were analyzed for restoration of neurogenic fate to *Sox2*-ablated regions. **(A, D, G, J)** *Ccnd1* mRNA localizes to the central optic cup (OC) of wild-type controls **(A)** and *Ctnnb1* ^*lox*(*ex2*–*6*)/*lox*(*ex2*–*6*)^ single-mutants **(D)** and is maintained in the central OC of *Sox2* single-mutants **(G)** and *Sox2*/*Ctnnb1* double-mutants **(J)**. **(B, E, H, K)** β-Tubulin III, marking neurons, is expressed in the retinal ganglion cell (RGC) layer of controls **(B)** and *Ctnnb1* single-mutants **(E)**, but its expression is markedly reduced in *Sox2* single-mutant **(H)** and double-mutant **(K)** cells. **(C, F, I, L)** Sonic Hedgehog (*Shh*) mRNA expression correlates with the pattern of β-Tubulin III staining, and thus is significantly reduced in mutants **(I, L)** compared with controls **(F, C)**. Black arrowheads in **(C)** and **(F)** indicate the limits of *Shh* expression. White arrowheads in **(C,** **F, I and** **L)** point to an unaffected region of *Shh* expression in the presumptive eyelid. Scale bars: 200 μm.

**Table 2:** **Differences in the expression patterns of central optic cup progenitor cells (OCPCs) of wild**-**type**, **single**-**mutant and double**-**mutant eyes**

	NR markers		Ciliary epithelium markers				Optic cup progenitor cell TFs			D-Cyclins (protein)	
Genotype	***Hes5***	β-Tubulin/ ***Shh***	***Msx1***	***Otx1***	***BMP4***	***Zic1***	***Chx10***	***Rax***	***Pax6***	CyclinD3	CyclinD1
Wild-type	expressed	expressed	*absent*	*absent*	*absent*	*absent*	expressed	expressed	expressed	*absent*	expressed
Sox2^-/-^; Ctnnb1^-/+^	*absent*	*absent*	expressed	expressed	expressed	expressed	expressed	expressed	**increased**	expressed	**increased**
Sox2^-/+^; Ctnnb1^-/-^	expressed	expressed	*absent*	*absent*	*absent*	*absent*	expressed	expressed	expressed	*absent*	expressed
Sox2^-/-^; Ctnnb1^-/-^	*absent*	*absent*	*absent*	*absent*	*absent*	*absent*	expressed	expressed	**increased**	expressed	**increased**

*Abbreviation*: *TFs* transcription factors.

CyclinD1/*Ccnd1* is normally restricted to the central OC and is often used to mark NR progenitor cells [8, 14]. In wild-type controls and *Ctnnb1* single-mutant eyes, *Ccnd1* mRNA was expressed in central neurogenic progenitor cells. *Ccnd1* expression persisted in *Sox2* single-mutant OCs despite the loss of NR fate (Figure 2A and D versus G). 

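On the arrays, Ccnd1 was lower and Ccnd3 higher in mutant eyes. Ccnd1 went from a log2 intensity of 13.3 ± 0.123 (SD, n = 6 embryos) in controls to 12.7 ± 0.261 in mutants, 1.49-fold lower (log2 fold change -0.58, standard error 0.115, adjusted p = 0.00239 from limma). Its other probes were 1.56-fold and 1.99-fold lower, and both passed the test. Ccnd3, a cyclin of the CE, was 1.45-fold higher (log2 fold change 0.54, standard error 0.0996, adjusted p = 0.00143). Ccnd2 had a log2 fold change of 0.76 (standard error 0.286, adjusted p = 0.0722), and without control embryo 1 it was 1.01 (adjusted p = 0.00454, from 0.00454 to 0.169 over the alternatives). Without mutant embryo 6 it was 0.88 (adjusted p = 0.0438). Ccnd2 was called as higher in 7 of 27 alternatives, among them a block for the replicate number and 1 for the prefix of the embryo code. Also counted is the methods' t-test, whose p is not adjusted, here and on the authors' normalized values.
Of 17 measured D-type Cyclins and G1 regulators, 3 were higher, 4 were lower and 10 did not pass the test (5 and 5 when adjusted over the list alone; camera, adjusted p = 0.702). Ccne1, which drives entry into S phase, was 1.54-fold higher, and Rb1, the retinoblastoma gene, 1.53-fold lower. Of 22 genes of S, G2 and M phase, 4 were lower and none was higher (7 lower when adjusted over the list alone). Top2a, a topoisomerase of dividing cells, was 1.43-fold lower and Aurkb, a mitotic kinase, 1.41-fold lower. This list had an adjusted p of 0.000243 from camera, and 0.105 with an estimated correlation.

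**Figure D5:**
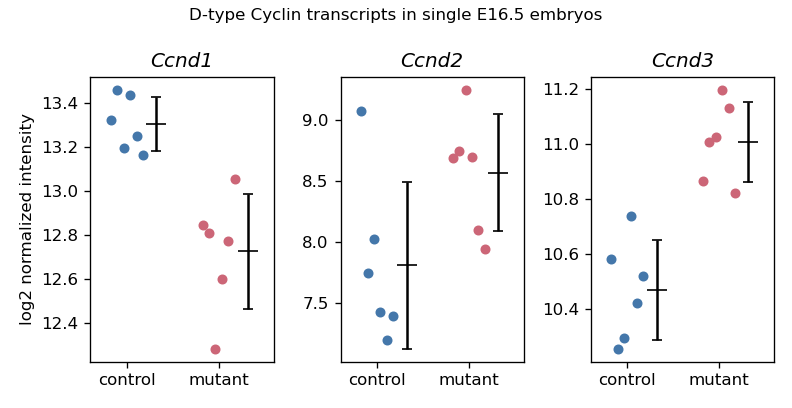
Log2 normalized intensity (vertical axis) of the 3 D-type Cyclin transcripts in single control (blue) and mutant (red) embryos, 6 of each. Points are embryos, and the bar beside them is the mean with its SD. The groups are apart for Ccnd1 and Ccnd3 and overlap for Ccnd2.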

Overall, *Ccnd1* staining appeared decreased in *Sox2*-ablated cells consistent with the gene expression results of the microarray analysis, which showed a 2-fold decrease (*P* = 0.001). Moreover, removal of *Ctnnb1* from *Sox2*-mutant OCPCs did not further diminish *Ccnd1* expression (Figure 2J). In summary, genetic reduction of WNT activation did not restore neural competence to *Sox2*-ablated eyes at E13.5, and expression of *Ccnd1* was sustained despite loss of either pathway.

### Genetic ablation of β-Catenin prevents cell fate conversion of *Sox2*-mutant retinas

We next examined single- and double-mutant neonatal eyes to determine whether removal of *Ctnnb1* could rescue the NR-to-CE cell fate conversion previously observed in *Sox2*-mutant eyes [5]. At P0, *Sox2* single-mutant and *Sox2*/*Ctnnb1* double-mutant eyes were small, and the optic neuroepithelium of both was hypoplastic compared with controls (Figure 3A, B and E, F versus I, J and M, N). To clearly identify mutant cells in each background, we applied two methods: first we used an antibody against β-Catenin to distinguish positive and negative cells (Figure 3B”, E”, H”, K”). Secondly, we backcrossed all genotypes to reporter mice expressing *β*-*galactosidase* (*β*-*gal*) from the *ROSA26* locus [43] to mark recombined cells (Figure 3C”, F”, I”, L”).

**Figure 3:**
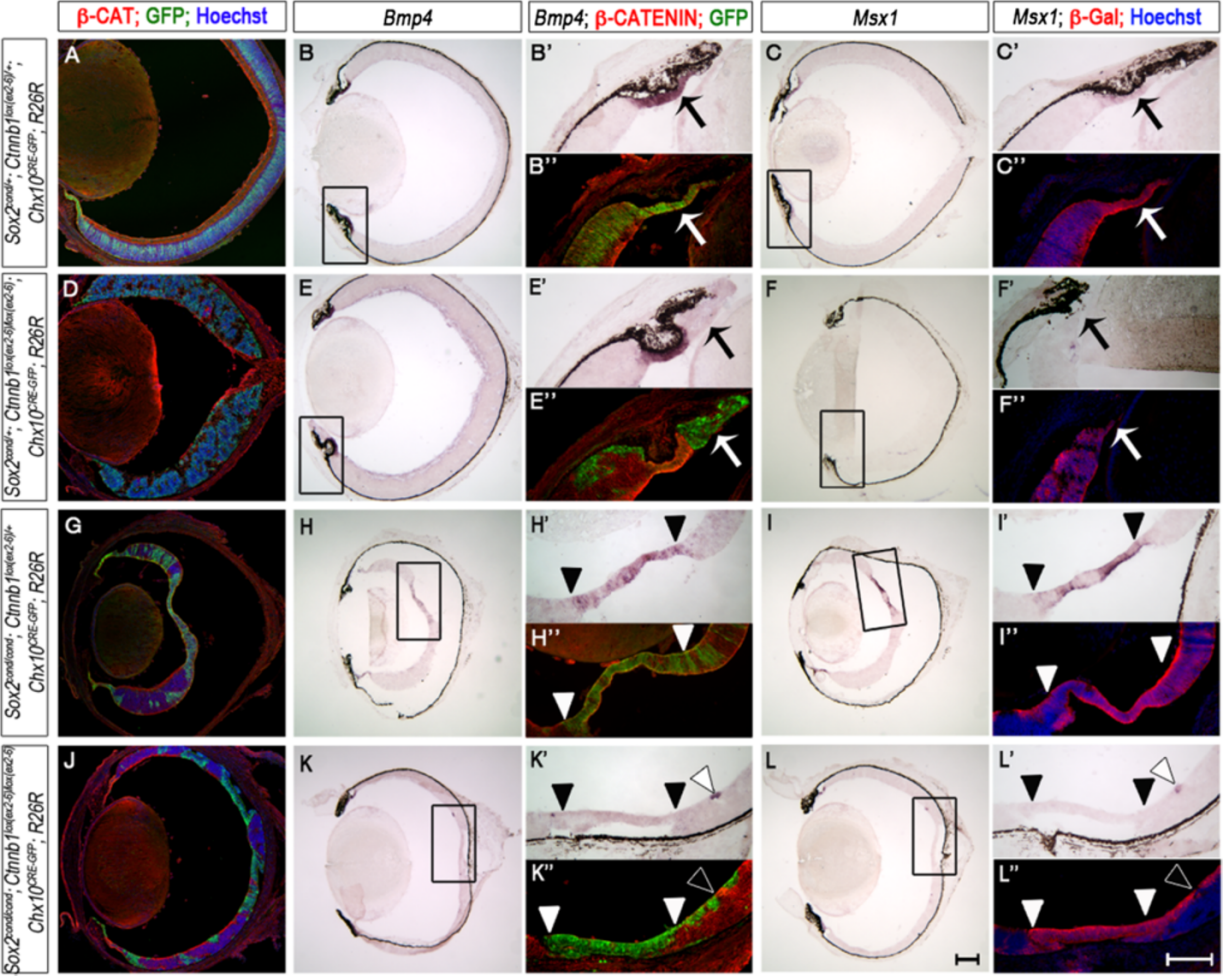
**Deletion of** ***Ctnnb1*** **prevents the ectopic expression of ciliary epithelium (CE) genes in** ***Sox2-*** **mutant cells.** Transverse sections of P0 eyes were analyzed for CE fate. **(A, D, G, J)** Low magnification view of β-Catenin/GFP-stained eyes indicates hypoplasia of *Sox2* single-mutants **(G)** and *Sox2*/*Ctnnb1* double-mutants **(J)** compared with *Ctnnb1* ^*lox*(*ex2*–*6*)/*lox*(*ex2*–*6*)^ single-mutants **(D)** and wild-type littermates **(A)**. **(B** ***-*** **C** ***”*** **)** *In situ* hybridization of *Bmp4* **(C)** and *Msx1* **(D)** shows specific expression of these genes in GFP-positive **(B”)** and β-galactosidase (β-gal)-positive **(C”)** CE of wild-type controls. **(E-F”)** *Bmp4* **(E)** and *Msx1* **(F)** are not expressed in the GFP-positive (**E**”, arrow**)** and β-gal-positive (**F**”, arrow) CE of *Ctnnb1* single-mutants. **(H-I”)** Conversely, *Bmp4* **(H)** and *Msx1* **(I)** are ectopically expressed in the GFP-positive (**H**”, closed arrowheads) and β-gal-positive (**I”**, closed arrowheads) central optic cup (OC) of *Sox2* single-mutants. **(K-L”)** Ectopic expression of *Bmp4* **(K)** and *Msx1* **(L)** is rescued in the GFP-positive (**K**”, closed arrowheads) and β-gal-positive (**L**”, closed arrowheads) central OC of *Sox2*/*Ctnnb1* double-mutants. Open arrowheads indicate faint expression of CE genes at the periphery of the NR of double-mutants. Boxes in **(** **B-C)**, **(E-F)**, **(H-I)** and **(K-** **L)** are magnified in ’ and ”. Scale bars: 100 μm.

*Bmp4* and *Msx1* were expressed in the presumptive CE of wild-type controls as expected (Figure 3B, C) [8, 44]. By contrast, *Bmp4* and *Msx1* were absent from presumptive CE cells of *Ctnnb1* single-mutants, supporting the hypothesis that canonical WNT signaling directly regulates the expression of CE primordium genes (Figure 3E, F, E’ and F’ arrows). As seen in our previous study, *Bmp4* and *Msx1* were ectopically expressed in *Sox2*-ablated regions (Figure 3H, I, H’ and I’, area between closed arrowheads) [5]. This ectopic up-regulation of *Bmp4* and *Msx1* occurred in approximately 30 to 60% of recombined cells based on GFP or β-gal expression. Strikingly, genetic deletion of *Ctnnb1* from these cells prevented the ectopic expression of *Bmp4* and *Msx1* (Figure 3K, L, K’, L’ area between closed arrowheads) in all retinas analyzed (n = 3 per genotype, per stage). We noted marginal CE gene expression at the periphery of β-Catenin-positive/Cre-negative regions in double-mutants (Figure 3 K’, L’ open arrowheads), possibly indicating a signaling center for CE specification at the edges of NR, as has been reported in the chick OC [45].

We next examined expression of additional NR and CE markers in control, single-mutant and double-mutant OCs at P0, and these results are summarized in Table 2. Similar to *Bmp4* and *Msx1*, ectopic expression of the CE genes *Otx1* and *Zic1* was rescued in double-mutants. The pan-OCPC transcription factors *Chx10* [42] and *Rax* [46] were unchanged in all genotypes. Notably, *Pax6*, which was increased in *Sox2* single-mutants [5], remained so in double-mutants, suggesting that SOX2 antagonizes *Pax6* independently of WNT signaling. Together, these data suggest that SOX2 antagonizes CE identity, in part through mediation of WNT/β-Catenin activity.

### Ectopic WNT pathway activation in SOX2-expressing cells results in loss of NR fate

To confirm the notion that up-regulation of the WNT pathway is sufficient to cause the NR-to-CE fate transformation observed in *Sox2* mutants, we used a complementary approach, expressing a stable mutant form of *Ctnnb1* specifically in NR-committed *Sox2*-expressing cells. *Sox2*^*CreERT2*/+^ males [47] were crossed with *Ctnnb1*^*lox*(*ex3*)/*lox*(*ex3*)^ females, which were injected with tamoxifen at E11.5 to activate Cre expression. Analysis of *Sox2*^*CreERT2*/+^;*Ctnnb1*^*lox*(*ex3*)/+^ mutant eyes at E15.5 revealed abnormal NR morphology showing signs of detachment (Figure 4). We observed ectopic areas of activation of the CM genes *Bmp4* and *Msx1* (Figure 4D, E), which corresponded to regions accumulating β-Catenin, as seen on serial sections (arrowheads, Figure 4G), and lacking the bipolar cell and photoreceptor marker *Otx2* (Figure 4F) [48]. These areas also showed gross reduction in SOX2 protein (Figure 4I) and Ki67 (Figure 4H), further suggestive of loss of NR fate and consistent with a reduction in proliferative capacity in the CE. Of note, not all regions accumulating β-Catenin activated expression of CE genes; however, upon close examination, it was evident that SOX2 and Ki67 were excluded from β-Catenin-accumulating cells (arrows, Figure 4J-O). Taken together, these data suggest that WNT pathway activation can override establishment of NR fate even in cells initially expressing *Sox2*. Despite WNT activation being a consequence of SOX2 loss, stable expression of *Ctnnb1* resulted in a subsequent reduction in SOX2 expression.

**Figure 4:**
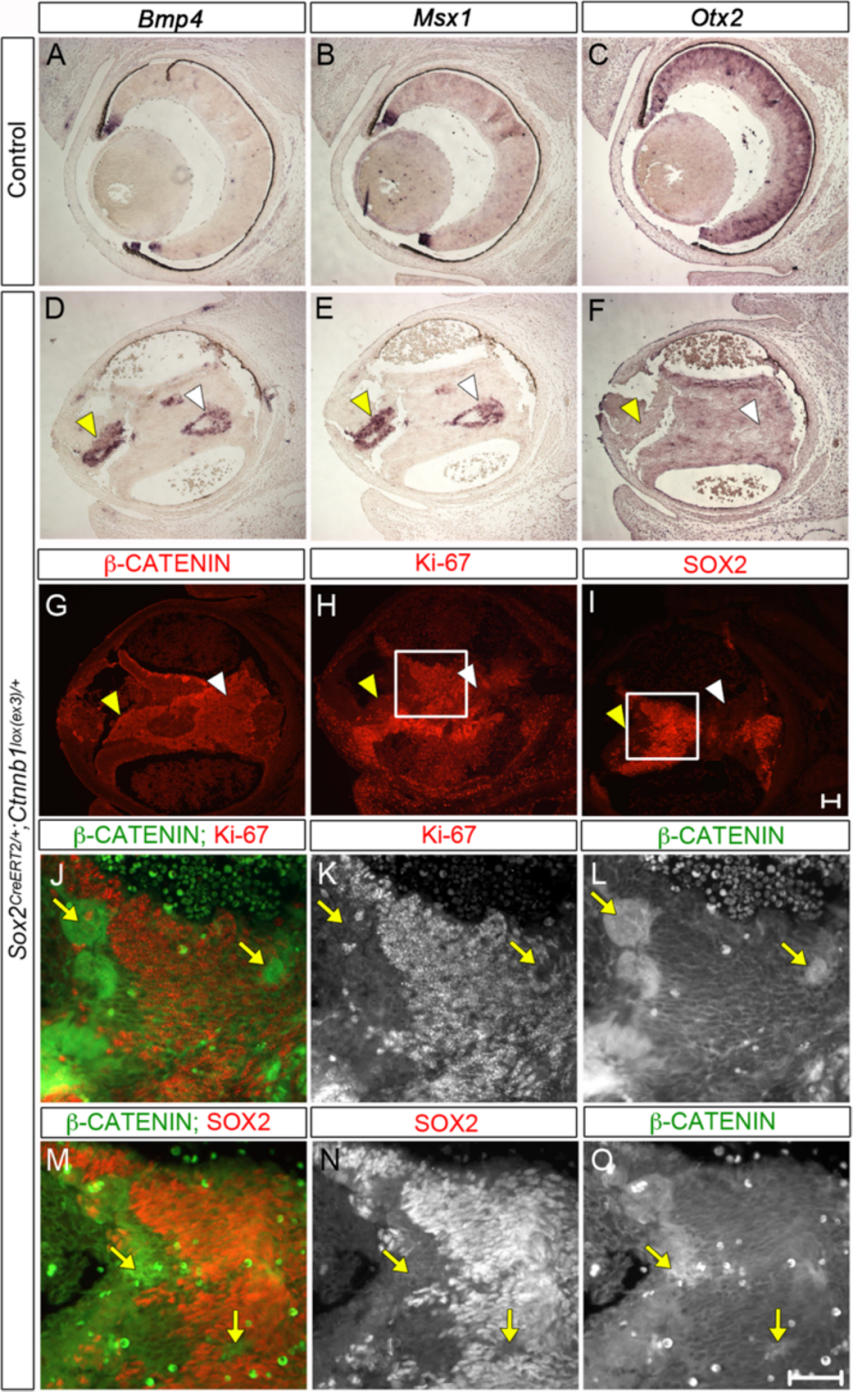
**Expression of an activated mutant form of** ***Ctnnb1*** **in the neural retina (NR) induces ciliary epithelium (CE)-** **like cell fate transformation.** Transverse sections of mutant eyes induced with tamoxifen to express *Ctnnb1* ^*lox*(*ex3*)^ in *Sox2*-expressing cells at E11.5 were analyzed at E15.5. **(A-I)** *In situ* hybridization for *Bmp4* **(A, D)** and *Msx1* **(B, E)** shows specific expression of these CE genes in ectopic regions, which accumulate β-Catenin in serial sections **(G)**. Loss of NR fate is evident through *in situ* hybridization for *Otx2* **(F)** normally marking the NR **(C)**. Yellow and white arrowheads indicate two regions of β-Catenin accumulation across the different markers in serial sections **(D-I)**. The cell fate transformation is accompanied by loss of proliferative capacity as seen by anti-Ki67 immunofluorescence **(H)** and loss of SOX2 **(I)**. **(J-O)** Double immunofluorescence for β-Catenin and Ki67 **(J-L)** and β-Catenin together with SOX2 **(M-O)** reveal that areas of β-Catenin accumulation in induced *Sox2* ^*CreERT2*/+^;*Ctnnb1* ^*lox*(*ex3*)/+^ retinas are accompanied by the loss of proliferative capacity and the specific reduction of SOX2 indicating loss of NR fate. Two representative regions of β-Catenin accumulation are indicated across the three markers with yellow arrows (panels **J-** **O**). Scale bars: 200 μm.

### Attenuation of WNT signaling does not alter RPC proliferation

Down-regulation of WNT signaling was not sufficient to improve *Sox2*-mutant microphthalmia (Figure 3). Moreover, activation of WNT signaling led to a simultaneous reduction in both SOX2 and Ki67 expression (Figure 4). We therefore hypothesized that SOX2 regulation of RPC proliferation occurs independently of WNT activation. This contrasts the finding that WNT signaling promotes proliferation of embryonic stem cell-derived RPCs upstream of *Sox2* [49]. Alternatively, widespread WNT activation *in vivo* at an early developmental time point (E11.5) may have a different effect than that of WNT activation *in vitro* in differentiating neurons. To analyze the roles of SOX2 and WNT signaling in RPC proliferation *in vivo*, we quantified BrdU incorporation in single-mutant, double-mutant and control eyes over two hours following a single injection at E14.5 (Figure 5).

**Figure 5:**
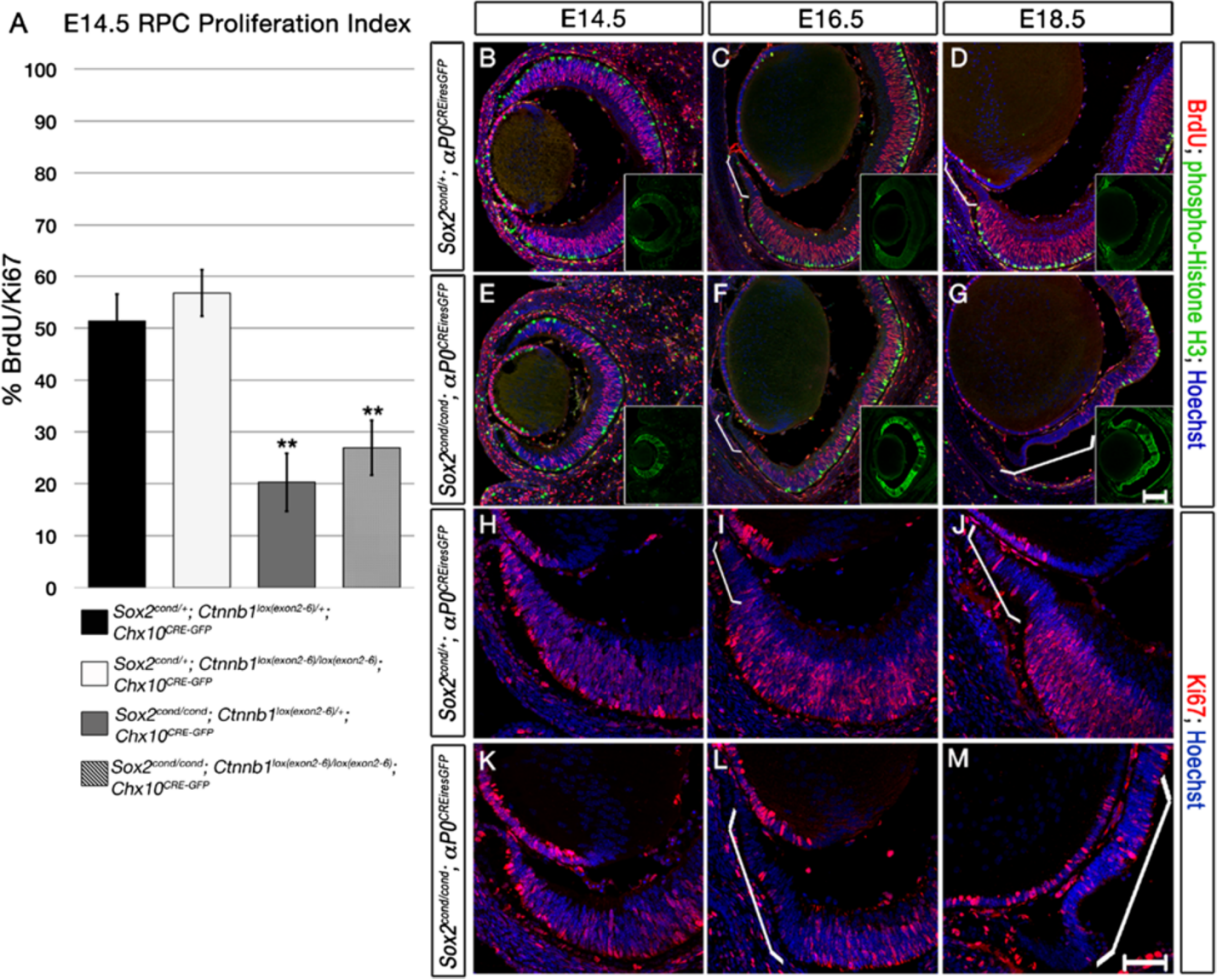
***Sox2-*** **ablated optic cup progenitor cells (OCPCs) exhibit** ***Ctnnb1-*** **independent proliferation defects.** BrdU incorporation of cycling cells was quantified in single-mutants, double-mutants and wild-type controls after a single pulse at E14.5, and OCPC proliferation in wild-type controls and *Sox2* single-mutants was assessed at 3 developmental time-points. **(A)** No significant difference in the BrdU/Ki67 index between wild-types and *Ctnnb1* ^*lox*(*ex2*–*6*)/*lox*(*ex2*–*6*)^ single-mutants at E14.5 is detected, but *Sox2* single-mutants show significantly reduced BrdU incorporation. There is no significant difference in BrdU incorporation between *Sox2* single-mutants and *Sox2*/*Ctnnb1* double-mutants. **(B-G)** Incorporation of BrdU and concomitant staining for phospho-Histone-H3 between E14.5 and E18.5. Normal ciliary epithelium (CE) development from E14.5-E18.5 is characterized by a gradual reduction in BrdU incorporation over time (**B-D**, white brackets in **C** and **D**). In *Sox2* single-mutants, the peripheral BrdU-negative region expands over time (**E-G**, white brackets in **F** and **G**). **(H-J)** Ki67 is maintained in the peripheral optic cup (OC) of controls at E14.5 **(G)** but is increasingly reduced at E16.5 **(H)** and E18.5 **(I)**. **(K-M)** Ki67 expression in the peripheral OC of *Sox2*-mutants is similar to that of controls at E14.5 **(J)** but is increasingly reduced in the periphery at E16.5 **(K)** and E18.5 **(L)**. Insets in **(A** **-F)** show GFP staining to indicate where Cre was expressed. Scale bars: 50 μm.

By two-factor analysis of variance (ANOVA), *Sox2* deletion showed a significant effect on percent BrdU incorporation (51.3% and 56.8% for wild-type controls and *Ctnnb1* single-mutants versus 20.3% and 26.9% for *Sox2* single-mutants and double-mutants, respectively), F(1,15) = 114.95, *P* < 0.001 (Figure 5A). Genetic deletion of *Ctnnb1* alone had no significant effect, F(1,15) = 0.52, *P* > 0.05. *Sox2*/*Ctnnb1* double-mutants did not show a significant difference in BrdU incorporation compared with *Sox2* single-mutants, suggesting that β-Catenin-mediated WNT signaling may not act in synergy with SOX2 in the regulation of RPC proliferation, F(1,15) = 4.41,*P* > 0.05. Together, these data demonstrate that removing *Ctnnb1* has little effect on RPC proliferation in both wild-type and *Sox2*-mutant contexts.

### Ablation of SOX2 leads to increased cell cycle time

Cell cycle exit and the onset of neuronal differentiation are tightly coupled. Given the proliferation and neurogenesis defects of the *Sox2*-mutant OC, we further characterized cell cycle dynamics of control and mutant eyes by examining the patterns of BrdU incorporation, phospho-Histone-H3 and Ki67 expression in wild-type and *Sox2*-mutant eyes over time (E14.5-E18.5; Figure 5B-M). BrdU incorporation was observed in RPCs from the center to the periphery of control OCs; however, at E14.5, fewer cells in the periphery of *Sox2*-mutant OCs incorporated BrdU compared with controls (Figure 5E versus B). This peripheral region of decreased BrdU incorporation expanded centrally at E16.5 and E18.5 (Figure 5F, G versus C, D). By contrast, at E14.5, there was no difference in the pattern of Ki67 expression between control and mutant OCs (Figure 5K versus H). However, at E16.5, the Ki67-depleted peripheral region was expanded in mutants compared with controls (Figure 5L versus I), and this expansion further increased by E18.5 (Figure 5M versus J). By P0, the Ki67-negative region was extended far into the center of the *Sox2*-mutant OC (Additional file 4A-C versus D-F, area between arrowheads). Notably, some central *Sox2*-ablated cells still expressed Ki67 at P0, as did wild-type CE cells just adjacent to the NR of control eyes (Additional file 4B, C versus E, F arrows).

These observations raise two non-mutually exclusive possibilities: 1) *Sox2*-mutant cells prematurely exit the cell cycle and/or 2) increase total cell cycle length in a peripheral-to-central gradient. To more precisely characterize the cell cycle dynamics of *Sox2*-ablated cells, we quantified the lengths of S-phase (TS) and cell cycle (TC) at E14.5 and E16.5 by pulse-chase labeling with thymidine analogs (Figure 6A-J) [50]. At E14.5, there was a marked difference in the TS of central mutant RPCs compared with controls (24.08 versus 16.30 hours, respectively, *P* = 0.0002; Figure 6K). TC was also increased in mutants compared with controls (51.84 versus 25.51 hours, respectively, *P* = 0.00002). At E16.5, there was an additional difference in cell cycle dynamics within *Sox2*-mutant RPCs but not within controls. More peripheral RPCs of mutants appeared to cycle more slowly than those toward the center of the OC. We therefore divided the E16.5 mutant OC into 'central' and 'peripheral' bins to quantify the difference in cell cycle rate between the two regions (Figure 6L). Notably, for central RPCs, the difference in TS between control and GFP+ mutant cells was not significant (15.08 versus 15.16 hours, respectively, *P* = 0.9), but the difference in TC was significant (23.68 versus 27.22 hours, respectively, *P* = 0.007). Moreover, both TS and TC were significantly longer in peripheral RPCs of mutants compared with controls (TS: 19.65 versus 15.08 hours, respectively, *P* = 0.0002 and TC: 51.44 versus 23.68 hours, respectively, *P* = 0.002).

**Figure 6:**
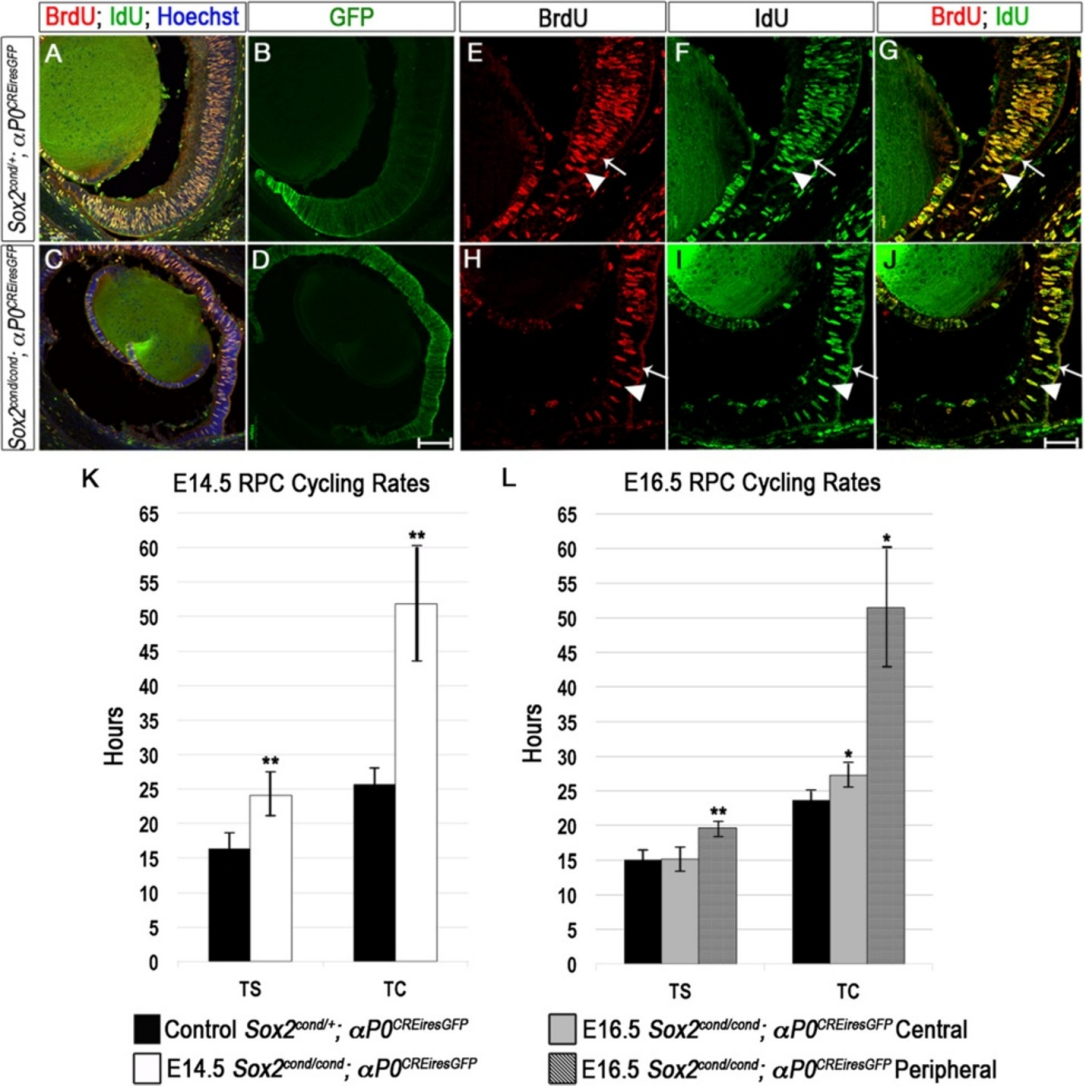
***Sox2-*** **mutant retinal progenitor cells (RPCs) take longer to complete the cell cycle.** TS and TC were quantified in control and *Sox2* single-mutant RPCs at E14.5 and E16.5. **(A-J)** Co-labeling with BrdU and IdU indicates which cells have finished S-phase during the protocol (green only, arrows) and which cells remain in S-phase (yellow, arrowheads) in wild-type **(A-G)** and mutant **(C-J)** optic cups (OCs). **(K, L)** Both TS and TC are significantly longer in mutant RPCs compared with controls at E14.5 **(K)**. AT E16.5, TS and TC vary between central and peripheral mutant RPCs **(L)**. TS is significantly longer in peripheral RPCs of mutants compared with controls. TC is significantly longer in both central and peripheral RPCs of mutants compared with controls. **(E-J)** are high power magnifications of **(A-D)**. Scale bars: **D** (for **A-D**): 100 μm; J (for E-J): 50 μm.

Taken together, these findings suggest that *Sox2*-mutant RPCs increase cell cycle time and exit the cell cycle in a graded manner from the periphery to the center. At E16.5, central mutant RPCs appear to be unaffected by, or perhaps compensate for, loss of SOX2 and progress through S-phase at the proper rate.

### D-type Cyclins are increased in *Sox2*-mutant cells

Despite losing neural competence, *Sox2*-mutant RPCs continue to cycle well after deletion of *Sox2*. We next asked how RPC proliferation is supported in the absence of SOX2. D-type Cyclins are expressed in RPCs and promote progression through the cell cycle [51–53]. We examined expression of CyclinD1 and CyclinD3 protein by immunofluorescence in control and mutant OCs at E16.5 and P0. In control embryos, CyclinD1 was localized to the prospective NR, with higher levels at the boundary of the NR and CE and extending into the presumptive CE (Figure 7A, B arrowheads) as observed in zebrafish [11]. Notably, CyclinD1 protein was increased in some *Sox2*-negative (GFP-positive) RPCs (Figure 7D, E arrowheads). This increase appeared cell-autonomous in regions where Cre expression was mosaic (Figure 7C, F arrowheads). CyclinD3 protein was confined to the prospective CE of controls but expanded into the central OC of mutants (Figure 7G, H versus J, K). Co-labeling with CyclinD1 and CyclinD3 indicated that these two proteins, which are normally mutually exclusive, were aberrantly co-expressed in some *Sox2*-depleted cells (Figure 7M-P; arrows) [53].

**Figure 7:**
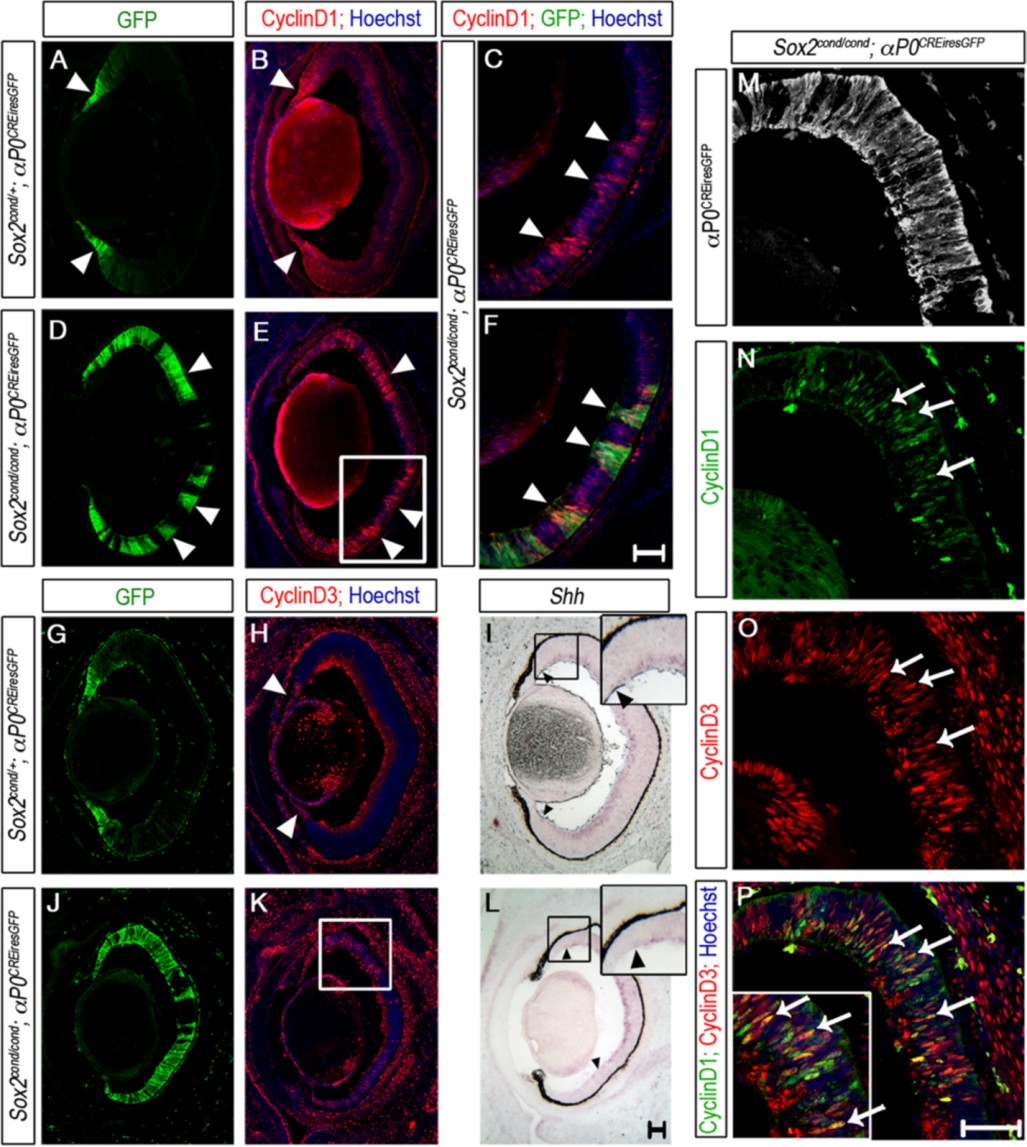
**D-** **type Cyclins are aberrantly expressed in** ***Sox2-*** **ablated optic cup progenitor cells (OCPCs) at E16.5.** Expression of D-Cyclins and *Shh* was assayed on transverse sections through E16.5 eyes. **(A-F)** CyclinD1 protein is increased in GFP-positive/*Sox2*-ablated cells (**C-F** arrowheads) compared with controls **(A, B)**. High power magnification of the boxed area in **(E)** shows cell-autonomous up-regulation of CyclinD1 **(C, F)**. CyclinD1 protein is also elevated in the peripheral NR of controls (arrowheads in **A**, **B**). **(G-** **H, J-** **K)** CyclinD3 is restricted to the peripheral OC/prospective ciliary epithelium (CE) of controls (**G, H**, arrowhead) and is ectopically expressed in central mutant OCPCs (box in **K**), supporting NR-to-CE cell fate conversion. Note that speckled staining in the inner region of the optic cup visible in **(H, K, O, P)** is non-specific background. **(I, L)** *Shh* mRNA expression is decreased in central OCPCs of mutants **(L)** compared with controls **(I)**. **(M-P)** High power magnification of the boxed area in **(K)** shows that CyclinD1 and CyclinD3 are aberrantly co-expressed in some *Sox2*-mutant central OCPCs (arrows in **P**). Black arrowheads in **(I)** and **(L)** indicate the extent of *Shh* expression. The boxed regions in **(I)** and **(L)** are magnified twice in the inserts in each panel. Scale bars: 50 μm.

Sonic Hedgehog (SHH) regulates RPC proliferation in part through CyclinD1 [54–57]. To address whether an increase in SHH at E16.5 could explain the increase in CyclinD1 protein, we analyzed *Shh* mRNA levels by microarray and ISH. *Shh* expression was decreased 4.5-fold in mutant retinas compared with controls (*P* = 0.0014), and the decrease was confirmed by ISH (Figure 7I versus L). 

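Shh was 2.06-fold lower in mutant eyes. Its log2 intensity was 5.97 ± 0.252 (SD, n = 6 embryos) in controls and 4.93 ± 0.244 in mutants, a log2 fold change of -1.04 (standard error 0.133, adjusted p = 0.000143 from limma), and every mutant embryo lay below every control. The transcript was dim, detected on 6 control and 5 mutant arrays, and its log2 fold change was -2.18 on the authors' normalized values and -0.52 with normexp run without control probes together with an offset of 50. Of 9 measured genes of the SHH pathway, 1 was higher, 2 were lower and 6 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.677). Hhip, a feedback inhibitor induced by the pathway, was 1.39-fold lower. The gene that rose was Cdon, a co-receptor for SHH, at 1.87-fold.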

The primary source of SHH in the developing retina is thought to be retinal ganglion cells (RGCs), as we have also shown by ISH at E13.5 [58] (Figure 2). Given that *Sox2*-ablated OCs generate far fewer RGCs and thus have decreased *Shh* expression, elevated CyclinD1 protein in *Sox2*-ablated cells is most likely driven by an additional mitogenic pathway not involving SHH.

### CyclinD1 expression in the retina is independent of WNT and PAX6 signaling

We next queried if aberrant CyclinD1 expression is due to WNT activation given that *Ccnd1* is a major transcriptional target of β-Catenin [59]. To address whether ectopic WNT activity drove the increase in D-Cyclins observed in *Sox2*-mutant OCs, we examined expression of D-Cyclins in single-mutant, double-mutant and wild-type control eyes at P0 (Additional file 5). CyclinD1 was expressed in GFP-positive central OCPCs in wild-type and *Ctnnb1* single-mutant eyes (Additional file 5A-B, E-F, I- J). As expected, CyclinD1 protein was increased in central RPCs of P0 *Sox2* single-mutants (Additional file 5C, G, K; arrows). Moreover, CyclinD1 remained increased even after deletion of *Ctnnb1* (Additional file 5D, H, L; arrows), suggesting that retinal CyclinD1 levels are completely independent of *Ctnnb1*. CyclinD3 protein was restricted to the CE of both wild-type and *Ctnnb1* single-mutant eyes at P0, and it was ectopically expressed in the central OC of *Sox2* single-mutants and *Sox2*/*Ctnnb1* double-mutants (Additional file 5M-T). Collectively, these results suggest that SOX2 antagonizes D-Cyclins in the OC independently of WNT/β-Catenin signaling.

The paired-box transcription factor PAX6 is crucial for maintaining RPC proliferation and multipotency [60, 61]. Despite increased cell cycle exit and decreased *Ccnd1* transcription in *Pax6*-depleted cells, CyclinD1 protein remained elevated, suggesting that PAX6 regulates CyclinD1 expression post-transcriptionally or post-translationally. This study thus revealed a complex role for PAX6 in the regulation of RPC proliferation and CyclinD1 expression [62]. To test the alternative hypothesis, that increased PAX6 protein in the *Sox2*-ablated OC was responsible for the elevated CyclinD1, we genetically decreased *Pax6* in *Sox2*-ablated RPCs using *Pax6*^*Sey*/+^ (small eye) mice as previously described [5]. The *Pax6*^*Sey*/+^ allele contains an early nonsense mutation in the *Pax6* locus, resulting in a truncated protein widely used as a *Pax6*-null [63, 64]. We compared CyclinD1 expression in S*ox2*^*cond*/*cond*^;*Chx10*^*CreGFP*^ single-mutant OCs with *Sox2*^*cond*/*cond*^;*Pax6*^*Sey*/+^;*Chx10*^*CreGFP*^ double-mutant OCs and *Pax6*^*Sey*/+^ single-mutant and wild-type controls at E14.5 (Additional file 6). As expected, CyclinD1 protein was elevated in central *Sox2* single-mutant cells when compared with wild-type and *Pax6* single-mutant cells (Additional file 6E, F versus A-D). Moreover, CyclinD1 protein remained up-regulated in *Pax6*/*Sox2* double-mutant OCPCs in the central OC. Elevated CyclinD1 protein was therefore independent of PAX6 expression in the *Sox2*-mutant OC (Additional file 6G, H).

Collectively, our data indicate that loss of *Sox2* in the developing OC resulted in a prolonged cell cycle and eventual cell cycle exit. During mid-retinogenesis (E16.5), centrally located *Sox2*-mutant OCPCs appeared to cycle at the normal rate and exhibited WNT- and PAX6-independent increased CyclinD1. By contrast, the NR-to-CE primordium cell fate conversion observed upon ablation of *Sox2* was regulated by WNT/β-Catenin signaling. The prevention of ectopic CE/CM gene expression by removal of *Ctnnb1* from *Sox2*-mutant cells, but not of increased D-Cyclin proteins, supports the conclusion that β-Catenin is a major regulator of CE fate but not of OCPC proliferation.

## Discussion

### SOX2 regulates the neurogenic/non-neurogenic boundary of the retina through modulation of WNT signaling

SOX proteins have been shown to physically interact with β-Catenin to modulate the expression of WNT target genes [24, 38–40]. The SOX2 HMG domain is not required to inhibit β-Catenin-induced gene expression in osteoblasts, suggesting that SOX2 antagonizes WNT signaling through its C-terminus, most likely via β-Catenin sequestration [24]. Alternatively, SOX2, distantly related to the TCF/LEF family of transcription factors, which also bind DNA via an HMG domain, could compete with TCF/LEF for direct DNA binding [65].

Our data support a model in which SOX2 and WNT signaling intersect at the level of target gene expression. It is still unclear, however, how SOX2 antagonizes CE fate. Using genetic epistasis analysis, we demonstrated that SOX2 and canonical WNT signaling coordinate opposing OC fates (modeled in Additional file 7). Both *Sox2* LOF and *Ctnnb1* GOF resulted in expansion of CE at the expense of NR, which is a direct consequence of elevated WNT signaling, as we find an up-regulation of WNT response in *Sox2* LOF mutants. In line with this, *Ctnnb1* LOF resulted in partial restoration of NR fates in *Sox2* LOF eyes, where CE-specific genes failed to become up-regulated, demonstrating that regulation of CE identity by SOX2 is mediated by WNT signaling. However, the neurogenesis defect observed in *Sox2* LOF mutants was not restored by limiting activation of the WNT pathway, suggesting a WNT-independent role of SOX2 in the regulation of neurogenic fates. Our data reveal that precise coordination of SOX2 and WNT signaling is necessary to ensure proper development of the neurogenic retina and circumjacent CB.

### SOX2 regulates the cell cycle independently of the WNT pathway

Genetic ablation of *Sox2* in the OC resulted in prolonged RPC cell cycle times. This increase is in line with a fate transition of the NR to CE, where cells have a longer cell cycle [4, 7]. In the *Xenopus* OC, SOX2 was found to be necessary for both proliferation and neural competence, agreeing with the findings of our study [17]. SOX2 was shown to perform this function downstream of WNT while also feeding back on the WNT pathway to inhibit it, thus painting a more complex picture of WNT-SOX2 interactions in OC development [17, 25].

Our findings indicate that even a modest increase in WNT activity upon SOX2 inactivation is associated with reduced proliferation. Reduced proliferation following WNT activation has been seen previously [8, 11, 66] and aberrant WNT activity was associated with restricted regenerative capacity in the planarian *Procotyla fluviatilis* [67]. Despite WNT activation in *Sox2*-mutant OCs, the cell cycle defect of *Sox2*-mutant cells was not rescued through deletion of *Ctnnb1* and successful down-regulation of the WNT pathway. Conversely, expression of activated *Ctnnb1* in *Sox2*-expressing RPCs promoted CE fate and reduced Ki67 only after a dramatic loss of SOX2 in cells accumulating β-Catenin, which was not investigated in previous reports [8, 11, 25]. Our experimental evidence thereby supports a model in which SOX2 regulates RPC proliferation independently of WNT signaling in the mouse.

### The *Sox2*-mutant phenotype suggests complex regulation of CyclinD1 by SOX2

It was somewhat surprising that RPCs continued to proliferate well after loss of SOX2. One possible explanation for this sustained proliferation is that stabilized D-Cyclins permitted OCPCs to progress through the cell cycle. These data raise an additional contradiction: increased Cyclins would not be expected to correlate with the observed increase in cell cycle time and decreased BrdU incorporation. Nonetheless, in support of our finding, at least one other instance of increased CyclinD1 protein and decreased proliferation has been observed in the OC: *Pax6*-ablated OCPCs showed elevated CyclinD1 protein and increased cell cycle exit. In this context, CyclinD1 was not sufficient to maintain the proliferation of *Pax6*-ablated cells, since the CyclinD1-positive cells did not incorporate BrdU [62]. Thus, CyclinD1 expression may not indicate sustained proliferation. Moreover, *Sox2*-ablated cells undergo a cell fate transformation from a more proliferative to a less proliferative cell type (NR-to-CE). The presence of high CyclinD1 protein at the CM at E16.5 (Figure 7b, arrowhead) raises the possibility that cells normally undergoing the NR/CE cell fate decision have elevated CyclinD1 levels [68].

The decrease in *Ccnd1* mRNA suggests that CyclinD1 transcription is positively regulated by SOX2, as SOX2 has been shown to be capable of transactivating the *Ccnd1* promoter *in vitro* [39]. The unexpected negative regulation of CyclinD1 protein may take place through an alternative cascade influenced by SOX2. In human embryonic stem cells (ESCs), SOX2 and OCT4 promote the expression of miR-302, a cluster of 8 microRNAs expressed in pluripotent cells, and miR-302a post-transcriptionally represses *Ccnd1* [69]. Moreover, OC-specific ablation of *Dicer1*, a major mediator of microRNA biosynthesis, resulted in increased CyclinD1 protein in mouse OCPCs, creating a persistent CM-like region [70]. Therefore, even with decreased *Ccnd1* transcription, CyclinD1 protein could be stabilized upon the loss of microRNA biosynthesis influenced by the lack of SOX2.

Lastly, SOX2 could antagonize CyclinD1 via direct regulation of the cell cycle inhibitor *p27*^*Kip1*^, as has been observed in inner pillar cells of the mouse auditory sensory epithelium [71]. Indeed, p27^Kip1^ protein was absent in *Sox2*-null RPCs (WEH, unpublished observations). In agreement with this notion, genetic ablation of *Sox2* specifically in the developing pituitary gland led to a severe reduction in proliferative capacity of pituitary embryonic precursors, although *p27*^*Kip1*^ expression was elevated rather than repressed [72].

### Canonical WNT signaling acts upstream of BMPs to specify CE fate

A role for BMP signaling in CE specification has been demonstrated, although the specific sources of ocular BMPs are currently unclear [34, 35, 45, 73]. Results from various studies suggest that the developing lens may instruct the peripheral OC margin to become CE [35, 73]. However, the CE is correctly specified in the absence of a lens, suggesting that the lens may be more important for maintaining CE fate [10, 74]. Our data suggest that WNT signaling within the OC acts upstream of BMP signaling such that expression of *Bmp4*/*7* and the BMP target gene *Msx1* are lost in *Ctnnb1*-mutant cells and are up-regulated with stabilization of the pathway.

### The *Sox2*-deficient OC provides a resource to identify genes important for CE development

Downstream of BMP and WNT signaling, much of CE development remains a mystery. 

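Genes of ion transport and aqueous secretion went both ways in mutant eyes. Of 22 measured, 8 were higher, 3 were lower and 11 did not pass the test (10 and 3 when adjusted over the list alone). Clic6, a chloride channel protein, was 1.63-fold higher (log2 fold change 0.70, standard error 0.117, adjusted p = 0.000734 from limma). Atp1b2, a subunit of the Na+-K+ pump, was 1.48-fold lower (log2 fold change -0.57, standard error 0.113, adjusted p = 0.00237). Outside this list, 2 genes among the 12 highest of the screen act in ion or anion transport. They were picked after the values were seen, and no enrichment was tested. Wnk4, a kinase that regulates chloride transport, was 4.52-fold higher and Slc13a4, a sulfate transporter, 3.31-fold. The mean log2 fold change of the list ion transport and aqueous secretion was 0.15 (camera, adjusted p = 0.0495). Its adjusted p was 0.0905 with an estimated correlation, above 0.05 in 16 alternatives, and ran from 0.0333 to 0.0981 over all of them.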

Many of the significantly up-regulated genes in this study were associated with ion exchange and secretion (Figure 1). Up-regulation of these groups of genes is consistent with the function of the CB to maintain constant intraocular pressure (IOP) through the active transport of fluid via Na^+^-K^+^ exchange pumps and Cl^-^ channels [30]. Given that the presumptive CB epithelium significantly expands upon *Sox2* ablation, our genome-wide screen may reveal previously unidentified genes important for the function of the CB.

## Conclusions

Our study demonstrates that SOX2 regulates the neurogenic boundary of the retina in part through mediation of canonical WNT signaling, such that genetic removal of *Ctnnb1* from *Sox2*-mutant eyes partially restores neural retina cell fate. By contrast, *Sox2*, but not *Ctnnb1*, is required to maintain RPC proliferation. The increase in total cell cycle time of *Sox2*-mutant RPCs may explain how mutations in human *SOX2* contribute to microphthalmia.

## Methods

### Animals

All animal work was carried out in compliance with the University of North Carolina Institutional Animal Care and use committee (IACUC) policies and ethical approval by the Division of Laboratory Animal Medicine (DLAM) at The University of North Carolina at Chapel Hill. Generation of the *Sox2*^*Cond*/+^ mouse line was described previously [16]. *Sox2*^*cond*/+^ and *Sox2*^*cond*/+^;*αP0*^*CREiresGFP*^ mice were maintained on a C57BL/6 J background, and all others described in this study were maintained on a mixed background containing 129/Sv and C57BL/6 J. *αP0*^*CREiresGFP*^ [60], *Chx10*^*CreGFP*^ [42], *Ctnnb1*^*lox*(*ex2*–*6*)/+^ [41], *ROSA26Reporter* [43], *Pax6*^*Sey*/+^ [64], *Ctnnb1*^*lox*(*ex3*)/+^ [75] and *Sox2*^*CreERT2*/+^ [47] mice have been previously described. For CreERT2 activation, pregnant dams received a single injection of tamoxifen totaling 1.5 mg, and simultaneous injection with 0.75 mg progesterone (both Sigma-Aldrich, St Louis, MO, USA) to reduce the risk of spontaneous abortion.

### Tissue preparation, immunostaining and *in situ*hybridization

Immunostaining was performed as previously described [5]. Additional antibodies used in this study include CyclinD1 (1:400, Thermo Scientific, Waltham, MA, USA), CyclinD3 (1:100, Cell Signaling, Beverly, MA, USA), β-Catenin (1:250, Abcam, Cambridge, MA, USA) and β-galactosidase (1:10,000 Molecular Probes, Eugene, OR, USA). Antigen retrieval was used for antibodies against BrdU, CyclinD3 and phospho-Histone-H3 as previously described [76]. *In situ* hybridization was performed on 14-μm frozen sections as described [5]. The following probes were used: *Bmp4*, *Msx1*, *Ccnd1 3*’*UTR*, *Shh*, *Otx2* and *Hes5* (kind gifts from Dr A LaMantia, Dr Y Liu, Dr C Cepko, Dr E Tucker, Dr JP Martinez-Barbera and Dr E Anton, respectively). Images were captured on a Leica inverted microscope (Leica DMIRB, Leica Microsystems GmbH, Germany) equipped with a Retiga (SRV-1394, QImaging, BC, Canada) camera or on an Olympus laser scanning confocal microscope (Olympus Fluoview FV1000, Olympus America, PA, USA) and processed using Adobe Photoshop software. Unless otherwise stated, a minimum of three samples per genotype were analyzed for each assay.

### BrdU and IdU labeling

Pregnant dams (E14.5 or E16.5) were injected intraperitoneally with 120 mg IdU per kg body weight at time (T) 0. At T = 1.5 hours, dams were injected with 100 mg BrdU (Sigma B5002, Sigma-Aldrich, St Louis, MO, USA) per kg body weight. At T = 2 hours, dams were culled and embryos were fixed in cold 4% PFA. A mouse antibody against IdU and BrdU (BD) detected both thymidine analogs, and a rat antibody specific to BrdU (Serotec, Raleigh, NC, USA) detected BrdU alone [50].

### Cell counting, S-phase and cell cycle measurements

For each eye, a section through the middle of the eyecup was imaged using an Olympus Fluoview FV1000 confocal microscope (Olympus America, PA, USA). Four eyes from separate animals were collected for each genotype, for each stage. For E16.5 eyes, the prospective NR was divided into 2 bins (central and peripheral) using Olympus Fluoview 2.1c software, totaling to 2 regions per section, covering the entire prospective retina. Note, for all proliferation experiments in this study (Figures 5 and 6), we quantified data for RPCs (central OCPCs) in controls and mutants. Data for prospective CE progenitor cells (peripheral OCPCs) were too variable to support any reliable conclusions. In wild-type eyes, all proliferating cells were counted. In mutant eyes, only GFP-positive proliferating cells were counted (ranges E14.5 1,200 to 2,400 cells per section, E16.5 1,500 to 3,200 cells per section). At least 3 samples from each genotype were used in the final calculations at E16.5. For studies at E14.5, we analyzed 3 wild-type controls, 4 each from single mutant genotypes and 6 double-mutants. To determine the effect of *Sox2* and *Ctnnb1* on BrdU index, a two-factor ANOVA was performed. To determine the significance of differences in cell cycle times between controls and *Sox2* single-mutants, a Student’s *t*-test was carried out. *P*-values less than 0.05 were considered significant, and those less than 0.001 were considered highly significant. The following formula was used to calculate BrdU index:

S-phase and cell cycle times were calculated as described [50]. The ratio of 'S' cells (BrdU/IdU double-positive) to 'L' cells (IdU-only) was measured, and the following formulae were used:

### Whole-genome expression analysis

Pairs of eyes were enucleated from 6 wild-type (*Sox2*^*cond*/+^;*αP0*^*CREresGFP*^) and 6 mutant (*Sox2*^*cond*/*cond*^;*αP0*^*CREresGFP*^) embryos at E16.5 (for a total of 12 eyes per genotype). Each pair of eyes was immediately placed in RNA-Later RNA stabilization solution and stored at 4°C for no longer than 30 days. RNA was purified using an Ambion (Foster City, CA, USA) RNaqueous kit following the manufacturer’s instructions. Five hundred nanograms of RNA from each pair of eyes were amplified and biotin-labeled using an Ambion Illumina (San Diego, CA, USA) TotalPrep RNA Amplification kit. One and a half micrograms of labeled cRNA were hybridized to Illumina (San Diego, CA, USA) mouse WG-6 expression bead chips (six replicate arrays per genotype, for twelve arrays total). Microarray data were generated by Expression Analysis (Durham, NC, USA). Briefly, to detect significant changes in gene expression between controls and mutants, a permutation analysis for differential expression (PADE) was performed. PADE repeatedly randomly reassigns each sample to one of the two groups to determine if the calculated difference in levels of a transcript is non-random. PADE was also used to estimate the FDR for sets of differentially expressed transcripts. A *P*-value for each transcript was calculated using a two-sample *t*-test. Transcripts with an accumulated false discovery rate (FDR) of less than 5%, a *P*-value of less than 0.05, and a fold change of greater than ±1.6, totaling 2,194 transcripts, were chosen for further analysis. Functional gene annotation was identified using DAVID [28, 29] and potentially affected pathways were determined using Ingenuity Pathway Analysis (Qiagen, Redwood City, CA, USA).

## Electronic supplementary material

Additional file 1: **Significantly changed optic cup (OC) WNT target genes.** Thirteen known OC WNT target genes were found to be changed at least 1.47-fold (log ratio of at least ±0.55) in mutant compared with control eyes.

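The table of WNT targets, headed Additional File 2, gives for each gene an estimated log ratio of mutant over control, the fold change it stands for and a P-value, from the same arrays. Of its 13 genes, 12 were measured here. All 12 had the sign that the table gives, and 10 passed an adjusted p under 0.05 from limma in that direction. The table was made by the study from this screen, so these counts are not independent evidence.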

Additional file 2: **Functional Annotation of the** ***Sox2***-**ablated optic cup (OC) reveals cell fate change.** Functional terms significantly enriched for up-regulated genes (first tab) and down-regulated genes (second tab) resulting from optic cup-specific ablation of *Sox2*.

Additional file 3: **Chx10** ^**CreGFP**^ **efficiently ablates** ***Sox2*** **and** ***Ctnnb1*** **from the optic cup (OC) without causing increased cell death.** The efficiency of *Chx10* ^*CreGFP*^ and cell death were assessed in double-mutants at E14.5. (A**-**B**,** D**-**E) SOX2 and β-Catenin are absent from CreGFP-positive cells in double-mutants (C,D) compared with controls (A,B). (C,F) Cleaved Caspase 3 is similar between controls and mutants. Scale bar: 200 μm. (PNG 1 MB)

Additional file 4: ***Sox2***-**deficient OCPCs prematurely exit the cell cycle.** Cycling cells in neonatal controls and mutants were identified by Ki67 staining. (A**-**F) In controls, Ki67 is expressed in RPCs (red in A) and in some GFP-positive CE cells adjacent to the NR (B-C; arrows) but not in the most peripheral CE cells (B-C; arrowheads). In mutants, Ki67 is expressed in centrally located *Sox2*-ablated RPCs (E-F; arrows) but not in peripheral *Sox2*-ablated RPCs (E-F; arrowheads). Boxed areas in (A) and (D) are magnified in (B-C) and (E-F), respectively. Scale bars: 100 μm. (PNG 776 KB)

Additional file 5: **Deletion of** ***Ctnnb1*** **in** ***Sox2***-**ablated optic cup progenitor cells (OCPCs) does not rescue increased CyclinD1 or ectopic expression of CyclinD3.** CyclinD1 and CyclinD3 expression were analyzed in single-mutants, double-mutants and controls at P0. CyclinD1 is restricted to retinal progenitor cells (RPCs) in controls (A-C) and *Ctnnb1* single-mutants (F-H). CyclinD1 is increased in GFP-positive cells in the central OC of *Sox2* single-mutants (K-M; arrows) and in *Sox2*/*Ctnnb1* double-mutants (P-R; arrows). CyclinD3 is restricted to the CE of controls (D, E; arrows) and *Ctnnb1* single-mutants (I, J; arrows) and ectopically expressed in GFP-positive cells in the central OC of *Sox2* single-mutants (N, O; arrows) and *Sox2*/*Ctnnb1* double-mutants (S, T; arrows). Boxed areas in (A, F, K and P) are magnified in (B, C; G, H; L, M; and Q, R), respectively. Scale bars: 100 μm. (PNG 1 MB)

Additional file 6: **Reduction of** ***Pax6*** **in** ***Sox2***-**ablated optic cup progenitor cells (OCPCs) does not rescue increased CyclinD1.** CyclinD1 was assayed on transverse sections through the eyes of *Sox2* single-mutants, *Pax6* ^*Sey*/+^ single-mutants, double-mutants and wild-type controls at E14.5. (A**-**D) CyclinD1 is expressed in retinal progenitor cells (RPCs) of controls (A, B) and *Pax6* ^*Sey*/+^ single-mutants (C, D). (E**-**H) CyclinD1 is increased in central OCPCs of *Sox2* single-mutants (E, F) and *Sox2*/*Pax6* ^*Sey*/+^double-mutants (G, H). Scale bar: 200 μm. (PNG 3 MB)

Additional file 7: **Model of how SOX2 and canonical WNT signaling regulate the neurogenic boundary of the optic cup (OC).** OC-specific genetic ablation of *Sox2* or *Ctnnb1* results in complementary phenotypes. (A**-**D) The boundary between neural retina (NR) (blue) and ciliary epithelium (CE) (orange) is shifted peripherally in *Ctnnb1* single-mutants (B) compared with controls (A). Conversely, the boundary between NR and CE is shifted centrally in *Sox2* single-mutants such that WNT and BMP signaling are expanded (C) compared with controls (A). The boundary between the NR and CE remains centrally shifted in *Sox2*/*Ctnnb1* double-mutants (D). However, BMP signaling and other classical CE markers fail to be expressed in this expanded CE-like region. D-type cyclins are increased in both *Sox2* single-mutants and *Sox2*/*Ctnnb1* double-mutants. (PNG 167 KB)

## Abbreviations

ΑΝΟVΑ: analysis of variance
β-gal: β-galactosidase
BAC: bacterial artificial chromosome
BrdU: bromodeoxyuridine
CB: ciliary body
Ccnd1: CyclinD1
Ccnd3: CyclinD3
CE: ciliary epithelium
CM: ciliary margin
Ctnnb1: β-Catenin
E: embryonic day
ESCs: embryonic stem cells
FDR: false discovery rate
GFP: green fluorescent protein
GOF: gain-of-function
IdU: iododeoxyuridine
IHC: immunohistochemistry
ISH: *in situ* hybridization
IOP: intraocular pressure
LOF: loss-of-function
NR: neural retina
OC: optic cup
OCPC: optic cup progenitor cell
P: postnatal day
PADE: permutation analysis for differential expression
PCR: polymerase chain reaction
PFA: paraformaldehyde
RGC: retinal ganglion cell
RPC: retinal progenitor cell
Sey: small-eye mutation
Shh: Sonic Hedgehog
TC: cell cycle time
TGFβ: transforming growth factor beta
TS: S-phase time.

# Supplementary material for: Establishment of the neurogenic boundary of the mouse retina requires cooperation of SOX2 and WNT signaling
**Source:** Neural Dev. 2014 Dec 9;9:27. doi: 10.1186/1749-8104-9-27
**Supplement:** Supplementary file 2 — Additional file 2: Functional Annotation of the Sox2-ablated optic cup (OC) reveals cell fate change. Functional terms significantly enriched for up-regulated genes (first tab) and down-regulated genes (second tab) resulting from optic cup-specific ablation of Sox2.

**Heavner et al. Additional File 2**

| **Gene Name** | **Estimated Log Ratio** | **Raw Estimated Fold Change** | **P-value** |
| --- | --- | --- | --- |
| Foxp2 | 2.61 | 6.10 | 0.0005 |
| Tcf7 | 1.95 | 3.87 | 0.0156 |
| Wfdc1 | 1.58 | 2.98 | 0.0001 |
| Tnfrsf19 | 1.38 | 2.60 | 0.0348 |
| Otx1 | 1.32 | 2.50 | 0.0001 |
| Col9a2 | 1.32 | 2.49 | 0.0000 |
| Zic1 | 1.06 | 2.08 | 0.0001 |
| Bmp7 | 0.94 | 1.91 | 0.0000 |
| Id3 | 0.59 | 1.50 | 0.0002 |
| Cdkn1a | 0.56 | 1.47 | 0.0444 |
| Sgk | 0.55 | 1.47 | 0.0027 |
| Apc2 | -1.91 | -3.75 | 0.0045 |
| Syt13 | -1.73 | -3.31 | 0.0047 |

How the deposited data were processed for this re-analysis (not part of the article)

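Expression was measured in whole eyes of 12 mouse embryos at E16.5, 6 with Sox2 deleted in the OC and 6 controls, with 1 Illumina MouseWG-6 array for the 2 eyes of each embryo. The labels call the controls wild type, and the paper gives that name to embryos heterozygous for the conditional allele and positive for Cre. The authors deposited bead intensities for 45281 probes with the background already subtracted, so that the lowest values are below 0, and no normalization between arrays. A detection p-value stands beside each intensity in the same table that the authors deposited, in steps of 1 in 936. The authors also deposited log2 values for the 28417 probes detected on at least 1 array. All 12 columns of these have a median of 4.63, which is what quantile normalization gives. They run in the order of the same array's intensities, and intensities near 0 are compressed between 0 and 1, so that these low values are not on a log2 scale of signal. How they were made, and the scanner software, are not given in the sources used here.
The values used here were made from the bead intensities with limma version 3.58.1 in R version 4.3.3. Background was corrected with normexp from the detection p-values, with an offset of 16, followed by quantile normalization and log2. Probes with a detection p under 0.05 on at least 6 of 12 arrays were kept, 19434 in all. Mutants were compared with controls by lmFit and eBayes with Benjamini-Hochberg adjustment, with the genotype as the only term. The offset compresses the fold changes of dim probes. A gene has the value of its brightest tested probe, chosen anew on each set of values, so that another probe can stand for a gene in an alternative. Probe names come from a platform annotation of 23433 probes, 23424 with 1 symbol and 9 with several, of which 23388 were matched by gene ID to current symbols. Probes it does not list are unnamed here, among them any probe of Tcf7 or Mki67.
The 38 gene lists, the tests of probes and lists and all but 3 of the alternatives were written before the data were examined. Tests of single explanations that were chosen later are named where they are given. Lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01 and with fry, except the genes the paper names and the X and Y genes. Fry called 27 of 35. Named genes are those the paper names, the 12 highest and 12 lowest among called probes detected on all arrays of a group with the groups apart, up to 4 called members of each list and up to 2 against its direction, the X and Y genes and the D-type Cyclins. The paper's values for its genes had been seen when that rule was written. The genes printed are a choice among those that the rule gives.
On simulated arrays with the spread of these 19434 probes and 200 changed probes, the test called 95% of 100 probes changed by 1 on the log2 scale and 46% of 100 changed by 0.5, and 6% of all calls were unchanged probes. A permutation FDR of mean differences called 0 of the 200, where the t-test with Benjamini-Hochberg adjustment called 128 probes. Of 100 unchanged lists, camera called 4 at p under 0.05. The simulated probes were drawn independently of each other, so this rate does not cover lists whose genes are correlated.
The alternatives were a block for the replicate number or for the prefix of the embryo code, other background corrections, median scaling, the authors' normalized values, no detection filter or a stricter one, eBayes with trend and robust, array weights, the methods' t-test, a permutation FDR, another rule for probes, other list tests, and leaving out each embryo. A block for the BeadChip was not run because the files name none. Of the paper's steps, PADE, the pathway analysis and the DAVID enrichment were not repeated, and no overlap was tested with the table of enriched terms, which was used here only in part.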

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

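The tests of a rise shared with other tissues, of the genes picked by the study and of the sex of the embryos were chosen only after the results were seen. Of 390 groups of 6 embryos examined, gene by gene and list by list, 36 had an embryo far from the other 5 (a gap to its neighbour above the 95% limit of Dixon's test), where chance gives about 1 in 20, or 19.5. Mutant 3 was that embryo in 19 of the 36, control 4 in 4, control 1, control 6 and mutant 1 in 3 each, control 2 in 2, and mutants 4 and 6 in 1 each.
In mutant 3, neuronal and proneural genes stood below the other mutants, with log2 intensities of 4.90 for Calb2, 6.38 for Crx, 6.19 for Hes5, 7.09 for Ina, 5.56 for Neurod4, 6.24 for Neurog2, 5.45 for Nrn1, 7.06 for Rorb, 5.65 for Slc17a6, 5.36 for Stmn3, 6.55 for Syt4 and 4.51 for Tmem130. Above the other mutants, mutant 3 had 10.02 for Cdon and 10.85 for Cxcl12. Its list means were 6.84 for retinal ganglion cells, 5.83 for photoreceptor and bipolar precursors, 7.03 for the Notch pathway and 8.38 for S, G2 and M phase, all below the other mutants, and 7.97 for TGFβ and BMP, above them.
Control 4 had 7.25 for Crhbp, 10.61 for Crygs, 10.27 for Dct and a mean of 8.19 for collagens, all below the other controls. Control 1 had 6.89 for Car2 and 8.26 for D-type Cyclins and G1 regulators, above the other controls, and 7.24 for Plvap, below them. Control 6 had 5.09 for Mecom, 8.08 for Stmn3 and 8.09 for progenitor transcription factors, and control 2 had 8.70 for Ltbp3 and 9.58 for Myh8, all below the other controls. Mutant 1, which expresses Xist, had 4.16 for Eif2s3y, 4.51 for Kdm5d and 4.45 for the X and Y genes. Mutant 4 had 8.10 for Krt5 and mutant 6 had 7.52 for C1qb, both below the other mutants.
Marker lists of tissues that the paper did not analyse were higher in mutant eyes, by a mean log2 fold change of 0.39 for lens, 0.59 for pigment epithelium, 0.52 for skeletal muscle, 0.27 for mesenchyme, 0.27 for surface ectoderm, 0.43 for endothelium, 0.57 for macrophages and 0.31 for Schwann cells. With an estimated correlation, 6 of these 8 lists lose their call (adjusted p = 0.0905 for lens, surface ectoderm and Schwann cells, 0.0829 for pigment epithelium, 0.237 for mesenchyme and 0.422 for muscle), and endothelium and macrophages keep it.
The first pattern weighed is the rise of the matrix and collagen lists. A smaller share of NR would raise the markers of the other tissues alike. Of 5 such lists the pair farthest apart in standard errors differed by 0.317 (standard error 0.0822), pigment epithelium above mesenchyme. All 5 lists rose, so the bound set for this test, which also asked for a list below 0, was not met. The pair was picked as the farthest apart, so the test does not decide, and a smaller share of NR stays open. Each prefix of the embryo codes, a possible litter or cross, holds as many controls as mutants, so a block for it cannot move the difference, and its adjusted p of 1.20e-07 decides nothing. A rise shared with the other tissues stays open, since matrix and collagen genes outside the tissue lists exceeded the mean of these lists by 0.0376 (standard error 0.0265), and more matrix transcript per cell remains untested.
The ciliary margin list exceeded the mean of the 5 tissue lists by 0.281 (standard error 0.0565), but 7 of its 15 genes were picked by the study on these samples. Without these 7 the excess was 0.0566 (standard error 0.0765), so both the choice of genes that rose and a rise shared with the other tissues stay open. The mean of the 5 lists includes pigment epithelium, which rose most of them (0.587). The excess was not computed without that list, so its size depends on the lists chosen. With sex as a term the list had an adjusted p of 1.42e-07 from camera at the preset correlation, not repeated with an estimated one. Mutant 1, the only mutant with Xist above Eif2s3y, had a list mean of 8.62, above all controls. Controls 3 and 5, with Eif2s3y above Xist, had 7.95 and 8.00, below all mutants. These means argue against the sex of the embryos for this list, but they rest on few embryos and include the 7 picked genes. Whether cells took a ciliary fate or the ciliary margin made up more of the eye remains open, as both would raise these genes.
Of 24 skeletal muscle genes, 5 were higher in mutant eyes and 19 did not pass the test, and muscle carried over in dissection and a change in the tissue cannot be told apart. The exact permutation p of the list means is 0.0606, and 3 mutant embryos lay within the range of the controls. Without 1 embryo the mean difference ran from 0.34 to 0.64, and the list was called in each of these fits, but not with an estimated correlation (adjusted p = 0.422).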

How the results depend on the processing

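The tests with the sex of the embryo as a term, and the methods' t-test and permutation FDR on all probes of the authors' normalized values, were chosen only after the results were seen. Over 31 alternatives, 12 of which leave out 1 embryo, 4947 of 5197 results kept their side of the threshold and, where called, their direction (counts: stayed within 1.5 times), 202 lost their call, 27 gained one, 21 counts moved by more than 1.5 times and 0 called results reversed. The methods' t-test without adjustment was counted by its own p under 0.05, so calls gained there are at a looser threshold. Many of the 153 single genes counted were named because the main test called them, so a high share kept is partly fixed by that choice. Probes changed ran from 3439 to 4975, and the log2 fold change from -2.20 to -1.08 for Sox2, -2.13 to -1.68 for Hes5, -0.74 to -0.49 for Ccnd1 and 0.50 to 0.72 for Ccnd3, each called throughout. The counts of probes higher at the study's thresholds, probes lower at the study's thresholds, genes higher at the study's thresholds and genes lower at the study's thresholds were 93, 277, 72 and 204 with normexp run without control probes together with an offset of 50, and 717, 949, 552 and 671 on the authors' normalized values. They were 85, 356, 57 and 251 with the permutation FDR. On all probes of the authors' values, the methods' t-test gave 1238, 1529, 921 and 1040, and the permutation FDR gave 0, 0, 0 and 0. This permutation FDR also called 0 of the 200 changed probes on the simulated arrays. Leaving out 1 embryo gave 244 to 346, 530 to 659, 183 to 265 and 367 to 450. The gene list tests called 26 lists, 24 to 26 without 1 embryo, 22 without shared members and 4 with an estimated correlation. The Axin2 log2 fold change lost its call with median scaling (0.33, adjusted p = 0.0553), on the authors' values (0.36, 0.0650), without a detection filter (0.33, 0.0792), in the methods' t-test with Benjamini-Hochberg adjustment (0.33, 0.0683), with sex as a term (0.34, 0.0996), and without each of controls 2 to 6 and mutants 1 to 4, with a range of 0.24 to 0.38 without 1 embryo. The cause of these shifts was not tested. With a replicate block, the probes changed at adjusted p under 0.05 were 4420, and 25 lists were called. Embryos of the same number correlated by 0.00129 to 0.282 (mean 0.162, over 0.1 in 5 of 6 pairs), other pairs by a mean of -0.0329, and 7 of 12 embryos correlated best with their own number. Embryos of the same number also share a code prefix. The lowest pair, number 6, shares its prefix with number 5, and the crossed pairs of these numbers gave 0.139 and 0.112. This is a hint of pairing from the data. What the numbers and prefixes stand for is not given, and the methods use no block, so the main test was left unpaired. A BeadChip block was not run, since the chips are not named in the files used here. The detected probes had a median signal of 57.5 to 82.7 over background on the 12 arrays, and the fold of Shh, a dim gene, ran from -2.18 on the authors' values to -0.52 with normexp without control probes and the offset of 50.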

Differences from the paper's values

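The tests with the sex of the embryo as a term and the methods' t-test on all probes of the authors' normalized values were chosen only after the values were seen, and the other alternatives before the data were examined. At its thresholds the paper gives 880 genes up, 951 genes down and 2194 transcripts in all, where the values here are 218 genes, 412 genes and 880 probes. The paper took a permutation FDR, and the test here is limma with the same adjusted threshold and fold. On the authors' normalized values, with the same test and filter, the counts are 671 genes down and 1666 probes, which fall within 1.5 times the paper's, and 552 genes up, which does not. None of the other alternatives set before the data were examined comes within 1.5 times any of these 3 counts. The methods' t-test on all probes of the normalized values, chosen after seeing the values, gives 921 genes up, 1040 genes down and 2767 probes, within 1.5 times of all 3. It leaves out the FDR that the paper required, so these are not counts at the paper's thresholds. A permutation FDR on the same values, also chosen after seeing them, gives 0. The same permutation FDR called 0 of 200 changed probes on simulated arrays, and PADE itself was not repeated. The 0 therefore says little about the paper's counts. Of the paper's table of WNT targets, the t-test with the fold of 1.6 drops Id3, Sgk1 and Cdkn1a, which are under that fold, and by their brightest probes also Foxp2 and Tnfrsf19, each of which has another probe that passes.
A fold in the paper's text counted as different if off by over 1.5 times and by over the larger group SD (log2). A log ratio of its table needed only the SD. Other values are said to fall within the paper's value. By this rule Sox2 (over 4-fold in the paper, 3.14-fold here), Hes5 (almost 5-fold, 3.92-fold) and Ccnd1 (2-fold, 1.49-fold) did not count. Each of these falls is smaller here, and that of Ccnd1 is off by more than its SD. For Shh the paper gives a 4.5-fold decrease, and the value here is 2.06-fold. On the authors' normalized values it is 4.54-fold, and no other alternative set before the data were examined falls within the paper's value. For Bmp7 the paper's log ratio is 0.94 and the value here 0.79. Of the alternatives set before the data were examined, the authors' normalized values (0.94) and array weights (0.80) fall within the paper's value and the others do not, and the sex term, chosen after seeing the values, gives 0.88. For Apc2 the paper's log ratio is -1.91 and the value here -0.92, and for Syt13 they are -1.73 and -0.62. Both fall within the paper's values on the authors' normalized values (-1.91 and -1.73) and in no other alternative set before the data were examined.
For Foxp2 the paper's log ratio is 2.61 and the value here 0.80, and for Tnfrsf19 they are 1.38 and 0.091. No alternative falls within the paper's value for these genes by the brightest probe. On the authors' normalized values, the brightest probe of Foxp2 is not the one that is brightest here. There the probe behind the 0.80 gives 2.29 and another gives 2.61, detected on 8 of 12 arrays. For Tnfrsf19, another probe gives 1.38 and is detected on 3 of 12 arrays, so that it was not tested here.
The paper lists Tnfrsf19 and Cdkn1a among the changed WNT targets, and neither passed the test here. Cdkn1a (0.44, adjusted p = 0.0841) was called with a replicate block (adjusted p = 0.0281), with the embryo code as a block, with array weights, without control 1 and by the methods' t-test without adjustment, here and on the authors' normalized values, and by its brightest probe Tnfrsf19 was called in none of the alternatives. On the authors' normalized values, another probe of Cdkn1a gives 0.56, the paper's log ratio. Zic2 is drawn as raised by about 1.2 in Fig. 1C, read by eye, and the value here is 0.14 (adjusted p = 0.587). Another probe of Zic2, detected on 5 of 12 arrays, gives 1.21 on the authors' normalized values. Of the 12 measured genes of the table, all 12 have the paper's sign here.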

Other observations

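The test of the relation to Sox2 and the comparisons of the retinal lists with each other were chosen only after the results were seen. Lens, pigment epithelium and macrophage genes that the text has not described were higher in mutant eyes. Crygs and Cryab, crystallins of the lens, were 2.07-fold and 2.06-fold higher, and Hsf4, a regulator of crystallin genes, 1.53-fold. Of the pigment epithelium, Rab38, which acts in melanosome formation, was 1.86-fold higher. Laptm5, a lysosomal protein of blood cells, was 2.07-fold higher, and Plvap and Esam, of endothelium, 1.53-fold and 1.45-fold. Of 16 surface ectoderm genes, Krt5, a basal keratin, was 1.82-fold higher. Of skeletal muscle genes, 5 of 24 were higher and none was lower (6 when adjusted over the list alone). Of 5 Schwann cell and glial genes, Sox10 was 1.72-fold higher, over all probes and over the list alone (camera, adjusted p = 0.0452, or 0.0905 with an estimated correlation). Of 2 cartilage genes measured, Col2a1 was 1.43-fold higher, and of 6 red blood cell genes none changed over all probes or over the list alone (adjusted p = 0.677).
Of 13 measured SOX family genes, 3 were higher and 5 lower, over all probes and over the list alone (camera, adjusted p = 0.192). Sox11 and Sox4, of differentiating neurons, were 1.81-fold and 1.75-fold lower, though another probe of Sox4 did not pass the test, and Sox18, of endothelium, was 1.49-fold higher. The SOX list includes Sox2, the deleted gene, so part of its fall is fixed by the mutation. Without shared members the SOX list was lower by 0.46 (camera, adjusted p = 0.00403 at the preset correlation, not repeated with an estimated one). This drops Sox10 and Sox18, which rose, so the larger fall goes with the members left out. The full list had an adjusted p of 0.220 with an estimated correlation. Of 11 p53 targets, 1 was higher and 1 lower (adjusted p = 0.793), and of 14 stress and immediate early genes, 3 were higher and 1 lower (adjusted p = 0.229), with Egr1 at 1.63-fold. Of 11 housekeeping genes, 1 was higher and 1 lower (adjusted p = 0.651). These counts were the same when adjusted over each list alone. Of 27 measured genes that the paper names, 11 were higher and 8 lower (12 and 9 when adjusted over the list alone). Cdkn1b, which encodes p27KIP1, had a log2 fold change of -0.58 (adjusted p = 0.0538) and was called as lower in 12 of 27 alternatives (-1.09 to -0.29). These include the methods' t-test, whose p is not adjusted. The Y-linked Eif2s3y (1.35, adjusted p = 0.204), Kdm5d (0.46, adjusted p = 0.299) and Uty (0.23, adjusted p = 0.403) did not pass the test.
Among splits of the 12 arrays into 6 and 6, of which 100 were counted, 1 gave as many changed probes as the grouping by genotype, which was that grouping itself, with 4227 probes against 1621 in the highest other split. The share of 1 in 100 is the lowest this test can give and argues against a random grouping for the count of probes. It does not bear on the sex of the embryos, which also differed between the groups. For the count of lists, 3 of 100 splits reached the 26 lists of the genotype grouping, a share under 0.05, but the highest other split also called 26 and many others came near it, so the count of lists by itself says little about genotype.
Neuronal lists fell further than progenitor transcription factors. The mean of the RGC list fell below that of the progenitor list by 0.72 (standard error 0.153, adjusted exact permutation p = 0.00361), and the difference was -0.34 for the Notch and proneural list, -0.41 for photoreceptor precursors and -0.42 for amacrine and horizontal cells (adjusted exact permutation p = 0.00361, 0.00361 and 0.00541). Genes of S, G2 and M phase fell less, by 0.21 (adjusted exact permutation p = 0.0173).
Among the 6 mutant embryos, the RGC list may follow the Sox2 transcript that is left, a hypothesis noticed and tested on the same data. The correlation was 0.849 (adjusted exact permutation p = 0.0167 over 6 relations), and by rank 0.829 (adjusted exact permutation p = 0.0700). Notch and proneural genes had a correlation of 0.821, amacrine and horizontal cell genes 0.808, the ciliary margin list -0.870 and the collagens -0.902, while that of photoreceptor precursor genes, 0.743, did not pass (adjusted exact permutation p = 0.0569). No rank correlation passed after adjustment. Without mutants 3 and 6 the correlations were 0.553 for the RGC list, 0.745 for Notch, 0.229 for amacrine and horizontal cells, 0.107 for photoreceptor precursors, -0.572 for the ciliary margin and -0.659 for collagens. Sox2 is itself a retinal transcript, so a different share of retina in single eyes stays open.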
